# Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons

**DOI:** 10.1186/s12915-024-01953-7

**Published:** 2024-07-29

**Authors:** Parnika S. Kadam, Zijian Yang, Youtao Lu, Hua Zhu, Yasemin Atiyas, Nishal Shah, Stephen Fisher, Erik Nordgren, Junhyong Kim, David Issadore, James Eberwine

**Keywords:** Single mitochondrion, Single-nucleotide variants, Neurons, Astrocytes, Heteroplasmy

## Abstract

**Background:**

Mitochondrial (mt) heteroplasmy can cause adverse biological consequences when deleterious mtDNA mutations accumulate disrupting “normal” mt-driven processes and cellular functions. To investigate the heteroplasmy of such mtDNA changes, we developed a moderate throughput mt isolation procedure to quantify the mt single-nucleotide variant (SNV) landscape in individual mouse neurons and astrocytes. In this study, we amplified mt-genomes from 1645 single mitochondria isolated from mouse single astrocytes and neurons to (1) determine the distribution and proportion of mt-SNVs as well as mutation pattern in specific target regions across the mt-genome, (2) assess differences in mtDNA SNVs between neurons and astrocytes, and (3) study co-segregation of variants in the mouse mtDNA.

**Results:**

**(**1) The data show that specific sites of the mt-genome are permissive to SNV presentation while others appear to be under stringent purifying selection. Nested hierarchical analysis at the levels of mitochondrion, cell, and mouse reveals distinct patterns of inter- and intra-cellular variation for mt-SNVs at different sites. (2) Further, differences in the SNV incidence were observed between mouse neurons and astrocytes for two mt-SNV 9027:G > A and 9419:C > T showing variation in the mutational propensity between these cell types. Purifying selection was observed in neurons as shown by the Ka/Ks statistic, suggesting that neurons are under stronger evolutionary constraint as compared to astrocytes. (3) Intriguingly, these data show strong linkage between the SNV sites at nucleotide positions 9027 and 9461.

**Conclusions:**

This study suggests that segregation as well as clonal expansion of mt-SNVs is specific to individual genomic loci, which is important foundational data in understanding of heteroplasmy and disease thresholds for mutation of pathogenic variants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-024-01953-7.

## Background

Mitochondria are subcellular organelles that govern cellular processes including bioenergetics, calcium buffering, DNA repair, cell cycle, cell death, and organelle signal transduction [1]. In addition to mitochondrial (mt) diseases [2], these mt-driven cellular processes are dysregulated in Parkinson’s [3], Alzheimer’s [4], cardiovascular and renal diseases [5, 6], and cancer [7]. There can be as many as thousands of mitochondria in a cell depending on the cell type and metabolic state, and each mt can have up to tens of copies of circular, self-replicating mtDNA [8]. The circular mtDNA in mice and humans is about 16.3 and 16.5 kb respectively and encodes 13 key proteins involved in the electron transport chain, and two rRNAs (namely 12S and 16S rRNA interspersed by 22 tRNAs [9, 10]. Compared with the nuclear genome, mtDNA are at least 10 times more mutation prone [11], and both germline and somatic mutations can contribute to the coexistence of the wild-type and mutant alleles in the same organelle or the same cell, a phenomenon known as “heteroplasmy” [12]. Pathogenic mt heteroplasmy is implicated in maladies including myoclonus epilepsy with ragged-red fibers [2] and Huntington’s disease [13], while pervasive mt heteroplasmy was also observed in cells of healthy humans and mice [11, 14–16].

It is known that mtDNA mutations accumulate over time and can reach a “disease-threshold” causing deleterious biological consequences. One approach to understanding this process is to study and decipher the patterns of SNV distribution and accumulation enriched by selective replication [17]. To better understand the mechanistic aspects of such changes, the systematic structure of the mt heteroplasmy should be explored in context of its nested hierarchy, i.e., the level of single mitochondria, single cells, and single organisms. Key questions such as heteroplasmy across different levels, the segregation mode of heteroplasmic alleles, and the level(s) of regulation upon which selection forces may exert, have been only partially addressed. Matthews et al. [18] showed that mitochondria segregated in heteroplasmic units in human fibroblasts, while studies by Cavelier et al. [19] reported predominantly homoplasmic nucleoids in human fibroblasts. Due to technical limitations, these early pioneering studies only queried single sequence loci in mtDNA. Evidence for tissue-specific selection has been observed in mice [20] and more recently in humans [21], but these studies focused at the tissue level, leaving the question unanswered as to which cellular or sub-cellular “regulatory level” selection may act upon. In 2017, we applied single-mt sequencing to primary cultures of mouse and human neurons and astrocytes and found allelic variation within a single mitochondrion over the multiple genomes encapsulated in a single organelle. We showed larger inter- and intra-cellular single mt allele frequency (AF) variation in mouse than in human neurons, suggesting that the two species may have evolved different ways for mt segregation [22]. A limitation of this work was the small sample size for individual mitochondrion due to manual organelle collection, which limited the ability to estimate the intra-cellular mt variation.

To generate the single mt landscape of single-nucleotide variants (SNVs) in specific regions from dispersed cell cultures of mouse cortical brain region astrocytes and neurons, we developed a highly scalable moderate-throughput single-cell-single-mitochondria isolation procedure using fluorescence-activated mt sorting of mitochondria-associated TOMM20 antibody conjugated microbeads [23, 24]. Our approach has allowed us to study inter- as well as intra- cellular mtDNA variation from isolating an average of 10 times more single mitochondria from single neurons and astrocytes than previously reported [22]. Briefly, mouse neurons and astrocytes from brain cortex dissection were seeded on coverslips and maintained in primary neuronal cell culture at 37 °C, 5% CO_2_. The coverslips were stained with MitoTracker Red before the single neurons and astrocytes were harvested using micropipette and transferred into an Eppendorf tube. The single cells lysates were incubated with anti-TOMM20 conjugated microbeads for flow cytometry of captured mitochondria from single cells (see “Methods” for details and Fig. 1A and Additional file 1: Figure S1A for number of mitochondria isolated per cell and per mouse pup). After sorting single mitochondria into a 96-well plate, we developed a two-prong approach to amplify mt-genomes from individual single isolated mitochondria. We adapted Rolling Circle Amplification (RCA, linear amplification method) to amplify individual mt-genomes from single mitochondria producing yields large enough to perform multiple subsequent PCRs. The mitochondria ID barcoded PCR primers were designed to amplify 12 target regions containing previously reported SNVs [22] (Table 1). Using this method, we were able to detect a spectrum of known and novel SNVs from over 1645 single mitochondria from ~ 100 single astrocytes and neurons isolated from 13 mice in our single-mitochondria (SMITO) dataset. We identified 1032 SNVs showing prevalence bias based on the target regions to which they belong. Both somatic and inherited mt variants are associated with diseases. Hence, these were further classified into inherited or somatic SNVs to elucidate the influence of evolutionary processes on heteroplasmy dynamics. Comparison of these two classes of SNVs showed distinct regional differences in the occurrence and transition-transversion bias. For the inherited SNVs, AF variation at the levels of single mitochondria, cell, and animal revealed overall variation to be the largest at the animal level. Also, specific SNV sites exhibited relatively higher inter- and intra-cellular variation as compared to the variation at the animal level. Apart from the global role of mitochondria in a cell, it is known that mitochondrial metabolism in neurons vs astrocytes is different having evolved to meet specialized roles of neurons and astrocytes [25, 26]. We found that astrocytes exhibit more SNVs than neurons and two SNVs with differential incidence, suggesting distinct mutational propensity in these two cell types and purifying selection in neurons. In addition, we detected linked SNV pairs within the analyzed regions that suggest co-segregation.

**Fig. 1:**
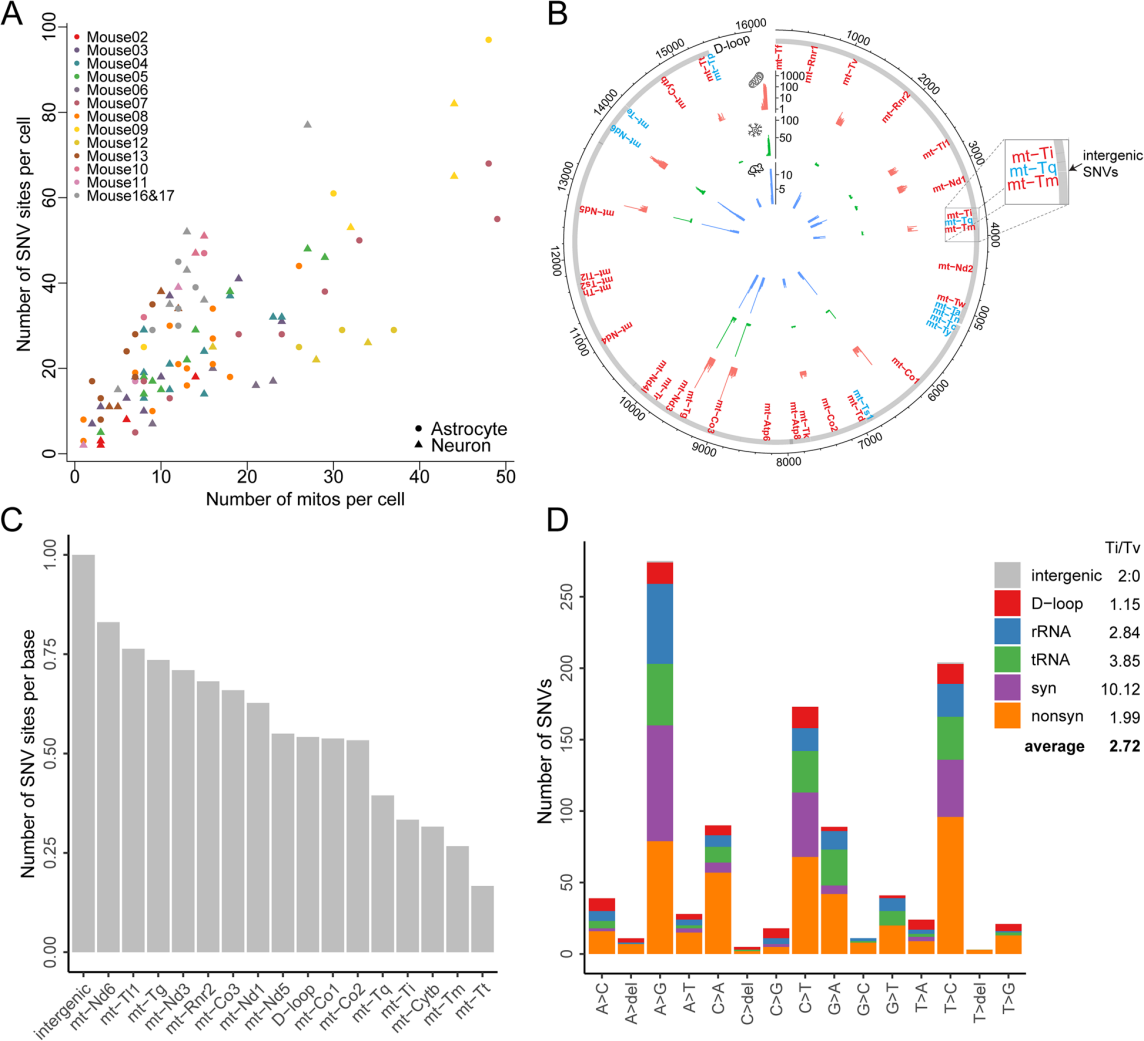
SNV distribution in SMITO dataset. **A** The number of SNVs sites per cell as a function of the number of mitochondria in each cell. Mitochondria collected from each mouse are color coded, from astrocytes and neurons are depicted by circles and triangles respectively. **B** Circos plot showing distribution and site of detected SNVs along the mitochondrial (mt)-genome. The bar height indicates the number of mitochondria (red), cells (green) and mice (blue). Thirty-seven mt genes are marked along the thick circumference (red denotes H-strand genes, blue indicates L-strand genes). **C** The number of SNVs per gene/region normalized to SMITO-analyzed target region length (bp). **D** A SNV mutational spectrum with the number of SNVs on the y-axis grouped by base substitutions: transitions (Ti) and transversions (Tv) on the *x*-axis. Ti and Tv are color-coded by region (D-loop, rRNA, tRNA) or functional impact in protein-coding region (synonymous, nonsynonymous). Analyses were performed on data from *n* = 13 mouse pups, *n* = 102 cells, and *n* = 1645 single mitochondria

**Table 1:** List of SNV target regions

SNV target region	SNV position	Gene	Reference	Variants	Target loci		Fragment size	Distance 5′ end	Distance 3′ end
1	9461	Mt-Nd3	T	C	9350	9534	185	111	73
2	12913	Mt-Nd5	C	A	12783	12973	191	130	60
3	9027	Mt-Co3	G	A	8888	9093	206	139	66
4	6543	Mt-Co1	G	A	6409	6580	172	134	37
5	3816	Mt-Tq	T	C	3750	3892	143	66	76
6	13776	Mt-Nd6	C	T	13701	13889	189	75	113
7	3079	Mt-Nd1	G	T	2970	3156	187	109	77
8	16029	D-Loop	A	G	16008	16184	177	21	155
9	7612	Mt-Co2	T	C	7540	7725	186	72	113
10	2651	Mt-Rnr2	T	C	2591	2792	202	60	141
11	15191	Mt-Cytb	C	T	15155	15330	176	36	139
12	1317	Mt-Rnr2	T	A	1201	1331	131	116	33

## Results

### SMITO SNV detection, distribution, and quality assessment in each mitochondrion sample

After QC filtering of data collected from 1645 mitochondria, 102 cells and 13 mice (the co-cultured Mouse16&17 regarded as one animal; the pup brains in such cases are trypsinized together and then plated to give rise to these mixed pup cultures that were then maintained in culture for days) (Additional file 1: Figure S1, Additional file 2: Dataset S1), 1032 SNVs distributed over 838 unique sites were obtained across 12 target regions (Table 1 lists the target regions as well as a previously reported SNV within each region); 1519 mitochondria showed at least one SNV. 

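SMITO is the paper's name for sequencing mitochondria one at a time. Neurons and astrocytes were picked by their shape from co-cultures of cortical cells of newborn mice, their labelled mitochondria were sorted singly, and the mitochondrial DNA was copied by rolling circle amplification. The 12 target regions were then amplified by PCR with 1 of 10 barcodes (M1 to M10) for each mitochondrion, so that up to 10 mitochondria shared a library. The deposited data hold 1717 wells in 179 libraries. Of these, 72 are control wells, 896 hold mitochondria of 59 neurons and 749 hold mitochondria of 43 astrocytes. Mouse02 to Mouse06 gave neurons only and Mouse07 and Mouse08 gave astrocytes only, all after 3 days in culture. Mouse09 to Mouse13 and Mouse16&17 gave both cell types after 7 days. The authors aligned the reads with STAR to the mitochondrial genome of mm10 (16299 bp), counted bases with a Phred score of at least 30, and deposited the variant allele frequency (VAF) of each SNV in each well as a percent of the reads at its position. A value is given where the depth was at least 50 reads. An SNV is counted here as present at a VAF of 5% or more, the paper's threshold. The deposited tables hold 161 inherited and 632 somatic SNVs at 673 sites, and 16 of these SNVs are deletions. The 239 SNVs of the paper's list that were found in 2 mice are in neither table and are not analysed here. The median number of reads per well was 159673 for neuron mitochondria, with a range of 323 to 14556639 over 879 wells, and 178564 for astrocyte mitochondria, with a range of 242 to 6452428 over 732 wells. Read counts differed by barcode, from a median of 7861 with M9 to 861546 with M4. A neuron mitochondrion had a value for a median of 456.5 of the 793 SNVs and an astrocyte mitochondrion for 476, while 12 mitochondria had no value. Across all wells and SNVs, 56.7% of the entries hold a value. PCR reads without molecular identifiers are not independent molecules, so limits given for counts of 0 cover counting error only. At least 1 of the 793 SNVs was present in 1510 mitochondria, with a mean of 3.82 ± 3.47 SNVs per mitochondrion (SD, n = 1645) and a maximum of 17.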

Out of the 12 SNVs specifically targeted from previously reported SNVs [22], we found 4 in our new samples: 9027:G > A (in 1308 mitochondria, 100 cells, 13 mice), 9461:T > C (in 1198 mitochondria, 100 cells, 13 mice), 15191:C > T (in two mitochondria, two cells, two mice), and 3816:T > C (in only one mitochondrion). 

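9027:G>A lies in mt-Co3 and was present in 1308 of the 1344 mitochondria with a value at this position (97.3%). 9461:T>C lies in mt-Nd3 and was present in 1198 of 1202 mitochondria (99.7%). For both SNVs the carriers came from 100 cells and all 13 mice. The mt-Tq variant 3816:T>C was present in 1 of 924 mitochondria, at a VAF of 6.90%. 15191:C>T is in neither the inherited nor the somatic table and is not analysed here.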

We detected 4 of the 12 SNVs that were reported in Morris et al. (2017) potentially due to differences in mouse population as well as neuronal cell populations (hippocampal cells were also used in the previous study as opposed to only cortical neuronal cultures used for the SMITO study). Among previously reported SNVs [22] (*n* = 285), 35 are within the sequencing interval of SMITO and 22/35 (63%) SNVs were observed by our SMITO data. 

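Between 1 and 57 mitochondria were sequenced per cell, and between 2 and 81 different SNVs were present in a cell, with a median of 21. Across the 102 cells, the number of SNVs rose with the number of mitochondria sequenced (Pearson's r = 0.782, Spearman's rho = 0.754, two-sided permutation tests, p = 1e-05 for each, the smallest that 100000 permutations can give). The fitted line had a slope of 0.960 SNVs per mitochondrion and an intercept of 7.50 SNVs. With counts centred on the mean of each mouse, r was 0.811 (p = 1e-05, permuted within mice). Without the 2 cells farthest from the median number of mitochondria, r was 0.754. Within the 9 mice with at least 6 cells, r ran from 0.290 in Mouse12 (6 cells) to 0.936 in Mouse07 (9 cells), and it was positive in all 9. The largest change came from counting SNVs at a VAF of at least 10%, where r was 0.654.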

On average, we detected 4.5 variant sites within the targeted regions (~ 1/10th of genome) per mitochondrion (Additional file 3: Figure S2) and the number of variant sites per cell scales linearly with the mitochondria count in a single cell (Fig. 1A). 

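The mean number of SNVs per mitochondrion, averaged over the cells of a mouse, ran from 2.05 ± 0.403 in Mouse02 (SD, n = 5 cells) to 6.26 ± 0.247 in Mouse10 (SD, n = 4 cells). With the cell as the unit, the differences between mice were larger than those between cells of a mouse (F = 2.64, permutation test over 102 cells, p = 0.0053). With mitochondria as units, which moved F most, it was 6.29 (permutation p = 1e-05, the smallest that 100000 permutations can give). At a VAF of at least 10%, F was 1.71 and the permutation p was 0.080. The mice also differ in their days in culture. Apart from experiment 799, Mouse03, Mouse09, Mouse12, Mouse13 and Mouse16&17 shared no sequencing experiment with another mouse, so for them the mouse and the experiment cannot be told apart.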

The SNV count was found to be significantly associated with the mouse identity (ANOVA *p* < 2e − 16), suggesting that mice can have different amounts of mutation load, likely through differential inheritance and total somatic mutations.

Figure 1B shows the distribution of SNVs with respect to mt-genes and the number of mitochondria, cells, and mice sharing each variant site. After our filtering criteria (see “Methods”), most (75%) of the SNV positions were found to be shared by at most three mitochondria (three cells or two mice). 

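Counted by SNV rather than by position, 668 of the 793 inherited and somatic SNVs (84.2%) were present in at most 3 mitochondria. SNVs found in 2 mice are not among them.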

The Region 8 in the D-loop (16008–16184) showed most abundant SNVs. 

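Region 8 held 32 inherited and 49 somatic SNVs. These were present 1921 times over the 616 mitochondria with a value in the region, the highest number among the 12 regions. Region 6 held more different SNVs, 30 inherited and 68 somatic, but these were present only 429 times over 1492 mitochondria. Coverage varied along region 8, between 606 mitochondria with a value at 16030 and 178 at 16099. The 26 inherited SNVs at or shortly before 16140 had mean VAFs that ranked alike in single mitochondria and in wells of pooled mtDNA with primers. The rank correlation across SNVs, which are not independent replicates, was 0.812. Most had higher mean VAFs in these wells, such as 16133:T>A (32.9% compared with 9.95%), and several had lower ones.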

The observed spikes at SNVs 6430, 6432, 9027, 9461, and 12831 indicate highly ubiquitous SNVs. Single-mt-SNVs at 6430 and 6432 were prevalent in a subset of 5 mice. 

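6430:A>C and 6432:G>C lie in mt-Co1, in codons 368 and 369. 6430:A>C was present in 126 of 916 mitochondria with a value (13.8%), from 31 cells of 10 mice, and 6432:G>C in 115 of 949 (12.1%), from 29 cells of 9 mice. Carriers of 6430:A>C had a mean VAF of 10.4%. The paper's dataset numbers the sequencing experiments, and 1 of them (799) held single wells of several mice that were otherwise sequenced in other experiments. Outside experiment 799, 6430:A>C was present in 18 of 32 mitochondria of Mouse10, 6 of 15 of Mouse11, 48 of 72 of Mouse12 and 37 of 73 of Mouse16&17, together 109 of 192 (56.8%). It was present in 2 of 24 mitochondria of Mouse13 and 6 of 157 of Mouse09. Apart from experiment 799, Mouse10, Mouse11, Mouse12 and Mouse16&17 shared no experiment with any of the other mice, so mouse and experiment cannot be told apart for them. In 6 of the other mice, 6430:A>C was present in 4 of 16 mitochondria of experiment 799 and in 8 of 537 mitochondria of their other experiments (exact test stratified by mouse, two-sided, p = 2.8e-04, odds ratio 26.4). The mean VAF of these mice was 3.39% in experiment 799 and 0.523% otherwise. The share also depended on the barcode. Permuting all 10 barcodes within cells gave p = 5.0e-04, the smallest these permutations can give, for 6430:A>C. The barcodes without a carrier, a group formed after seeing the counts, were M2, M6, M8 and M9 (0 of 162 mitochondria, which would allow a share of up to 1.85%).

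**Figure D1:**
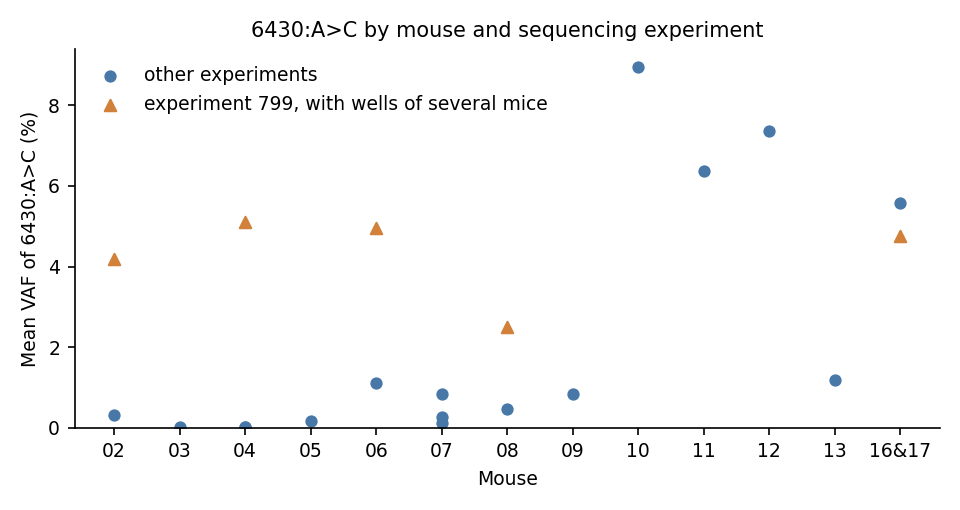
Mean VAF of 6430:A>C in percent (y-axis) for each mouse (x-axis), with 1 point for each sequencing experiment that gave at least 2 mitochondria with a value. Circles are the other experiments and triangles experiment 799, where Mouse04 reached 5.10% against 0.0319% and 0.0325% in 2 other experiments.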

The width of the shaded patches in Fig. 1B indicate dispersion of the SNVs within a specific target region like in region 1 (9350–9534, mt-ND3), 3 (8888–9093, mt-Co3), 6 (13701–13889, mt-Nd6), and 7 (2970–3156, mt-Nd1). The intergenic target region contained the highest number of SNV sites per base (= 1 as a result of 2 SNVs for 2 bases coverage), followed by the region in mt-Nd6 (98 sites for 118 bases) as shown in Fig. 1C.

We further analyzed the spectrum of mt mutations. Among the 1032 unique SNVs in total (Fig. 1D), transitions (A <  > G, T <  > C) predominated base substitutions (Figure S3), consistent with findings in mouse brain and muscle [16]. Our analysis reveals that the occurrences of C > T and G > A changes were as frequent as T > C and A > G changes (Additional file 4: Figure S3) indicating that deamination errors [27] were unlikely to affect our dataset. 

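Among the 161 inherited SNVs, 57 were A>G (35.4%), 28 T>C (17.4%), 21 C>T (13.0%) and 11 G>A (6.83%). Among the 632 somatic SNVs, 145 were A>G (22.9%), 119 T>C (18.8%), 100 C>T (15.8%) and 61 G>A (9.65%). The target bases between the primers hold 584 A, 491 T, 377 C and 203 G on the reference strand. Divided by these numbers, the somatic SNVs per reference base were 0.248 for A>G, 0.242 for T>C, 0.265 for C>T and 0.300 for G>A. The inherited SNVs per reference base were 0.0976 for A>G, 0.0570 for T>C, 0.0557 for C>T and 0.0542 for G>A.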

There are 440 nonsynonymous, 189 synonymous, 161 tRNA, 147 rRNA, and 93 D-loop as well as two intergenic (between mt-Tq and mt-Tm) SNVs (Fig. 1D). Among these, 42 are predicted to be high impact (generating stop codon or reading frame shifted) (Table 2) and Additional file 5: Dataset S2 lists the potential functional impact of these 1032 SNVs along with SIFT (Sorting Intolerant from Tolerant) [28–30] prediction (whether an amino acid replacement has an impact on protein functionality) results. 

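Of the 793 SNVs in the inherited and somatic tables, the paper's annotation places 333 among the nonsynonymous, 139 among the synonymous, 130 among the tRNA, 109 among the rRNA and 81 among the D-loop SNVs, and 1 between genes. The high-impact class holds 34 of them.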

Using the SIFT prediction for non-synonymous SNVs, we tested if greater number of mitochondria and cells shared “tolerated” SNVs as compared to the “deleterious” SNVs using Wilcoxon’s rank-sum test (Additional file 6: Figure S4). However, the effect size was minor and no statistical significance was detected (including Poisson regression test).

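In the inherited and somatic tables, 81 SNVs have the SIFT class tolerated and 219 the class deleterious. Both groups had a median of 1 mitochondrion per SNV. The mean difference in the log number of mitochondria, tolerated less deleterious, was 0.0215 (two-sided permutation test, p = 0.86). For the number of cells it was 0.0802 (p = 0.42). Without the predictions marked as of low confidence, 37 tolerated and 24 deleterious SNVs remained, with a difference of 0.0170 (p = 0.95).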

**Table 2:** List of the high-impact SNVs annotated by Variant Effect Predictor

SNV	Number of mice	Number of cells	Number of Mt	Gene	Effect	CDS position	Protein position	Amino acids	Codons
12831:A > T	13	52	107	mt-Nd5	stop_gained	1090	364	K/*	Aaa/Taa
13766:A > del	9	22	29	mt-Nd6	frameshift	305	102	L/X	tTa/ta
13796:A > del	4	5	5	mt-Nd6	frameshift	275	92	L/X	tTa/ta
9459:A > G	3	6	6	mt-Nd3	start_lost	1	1	M/V	Att/Gtt
13788:C > T	3	6	6	mt-Nd6	stop_gained	283	95	G/*	Ggg/Agg
3106:C > A	2	2	2	mt-Nd1	stop_gained	356	119	S/*	tCa/tAa
6472:C > A	2	2	3	mt-Co1	stop_gained	1145	382	S/*	tCa/tAa
7595:C > T	2	2	2	mt-Co2	stop_gained	583	195	Q/*	Caa/Taa
12814:A > G	2	2	2	mt-Nd5	stop_gained	1073	358	K/*	aAa/aGa
13747:A > T	2	3	3	mt-Nd6	stop_gained	324	108	Y/*	taT/taA
13785:C > del	2	2	2	mt-Nd6	frameshift	286	96	V/X	Gtg/tg
13805:A > del	2	2	3	mt-Nd6	frameshift	266	89	L/X	tTg/tg
13814:C > T	2	3	3	mt-Nd6	stop_gained	257	86	W/*	tGa/tAa
3007:G > A	1	1	1	mt-Nd1	stop_gained	257	86	W/*	tGa/tAa
3034:T > A	1	1	1	mt-Nd1	stop_gained	284	95	L/*	tTa/tAa
3103:G > A	1	1	1	mt-Nd1	stop_gained	353	118	W/*	tGa/tAa
6430:A > del	1	1	1	mt-Co1	frameshift	1103	368	H/X	cAc/cc
6455:T > del	1	1	1	mt-Co1	frameshift	1128	376	H/X	caT/ca
6477:G > A	1	1	1	mt-Co1	stop_gained	1150	384	G/*	Gga/Aga
6514:G > A	1	1	1	mt-Co1	stop_gained	1187	396	W/*	tGa/tAa
6529:C > A	1	1	1	mt-Co1	stop_gained	1202	401	S/*	tCa/tAa
6534:T > del	1	1	1	mt-Co1	frameshift	1207	403	F/X	Ttc/tc
7560:C > G	1	1	1	mt-Co2	stop_gained	548	183	T/*	aCa/aGa
7561:A > del	1	1	1	mt-Co2	frameshift	549	183	T/X	acA/ac
7591:T > G	1	1	1	mt-Co2	stop_gained	579	193	Y/*	taT/taG
7646:G > T	1	1	1	mt-Co2	stop_gained	634	212	E/*	Gaa/Taa
7660:A > del	1	1	1	mt-Co2	frameshift	648	216	L/X	ctA/ct
7670:G > T	1	1	1	mt-Co2	stop_gained	658	220	E/*	Gaa/Taa
8964:G > A	1	1	1	mt-Co3	stop_gained	358	120	G/*	Gga/Aga
8993:C > del	1	1	2	mt-Co3	frameshift	387	129	V/X	gtC/gt
9377:T > G	1	1	1	mt-Co3	stop_gained	771	257	Y/*	taT/taG
9384:G > A	1	1	1	mt-Co3	stop_gained	778	260	G/*	Gga/Aga
12867:G > A	1	1	1	mt-Nd5	stop_gained	1126	376	G/*	Gga/Aga
12885:G > A	1	1	1	mt-Nd5	stop_gained	1144	382	G/*	Gga/Aga
13734:C > T	1	1	1	mt-Nd6	stop_gained	337	113	G/*	Gga/Aga
13744:A > T	1	1	1	mt-Nd6	stop_gained	327	109	Y/*	taT/taA
13764:T > del	1	1	1	mt-Nd6	frameshift	307	103	I/X	Att/tt
13824:C > T	1	1	1	mt-Nd6	stop_gained	247	83	G/*	Gga/Aga
13826:C > T	1	2	2	mt-Nd6	stop_gained	245	82	W/*	tGg/tAg
13827:A > T	1	1	2	mt-Nd6	stop_gained	244	82	W/*	Tgg/Agg
13833:C > A	1	2	2	mt-Nd6	stop_gained	238	80	E/*	Gag/Tag
15275:A > del	1	1	1	mt-Cytb	frameshift	1131	377	L/X	ctA/ct

We also checked SNV impact on tRNAs, focusing on hits in the anticodon region. In total, there were 41 SNVs (at 40 unique sites) affecting tRNAs; among them, 24 hit mt-Tg, 12 hit mt-Tl1, 3 hit mt-Tm and 2 hit mt-Tq. By assessing distance from SNV to anticodon center, a single candidate, 9423:C > T was identified, which would impact the 3rd position of the anticodon TCC > TCT (Additional file 7: Figure S5). The mutated tRNA may still be able to recognize the codon GGA because U can form a wobble pair with G. Since the vertebrate mitochondrial stop codon is AGR (R = A/G), we reasoned that 9423:C > T might rescue premature termination caused by nonsense mutations (e.g., 6472:C > A, 12831:A > T). Yet, the low frequency of 9423:C > T (observed in only 4 mitochondria from 4 cells in 3 mice) hindered further association testing.

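9423:C>T was present in 4 of the 1199 mitochondria with a value (0.334%), at a VAF of at most 10.5%. It lies at base 33 of the 68 bases of mt-Tg, which spans 9391 to 9458 of the mitochondrial genome.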

### Mouse strain associated segregating sites and inherited-somatic SNV classification

Since each mitochondrion has multiple genomes, the frequency of each base-pair variant was estimated by read frequency and adapting the population genetics terminology, called “allele frequency” (AF). The variant AF (VAF) distribution for all SNV sites showed a U-shape with the two modes in the range of 5–10% and 95–100% (Fig. 2A), reflecting potentially neutral drift of majority of the allelic variants with 0 and 1 absorbing states. 

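Over all mitochondria, SNVs were present 6277 times at a VAF of 5% or more. The range from 5 to 10% held 2187 of these (34.8%) and the range from 95 to 100% held 1884 (30.0%). 9027:G>A and 9461:T>C together gave 1881 of the values from 95 to 100% (99.8%). The other SNVs were present 3771 times, with 2173 values from 5 to 10%, 1 value from 90 to 95% and 3 values from 95 to 100%. The paper proposes neutral drift of most variants, with loss and fixation as end states, from the U-shape.

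**Figure D2:**
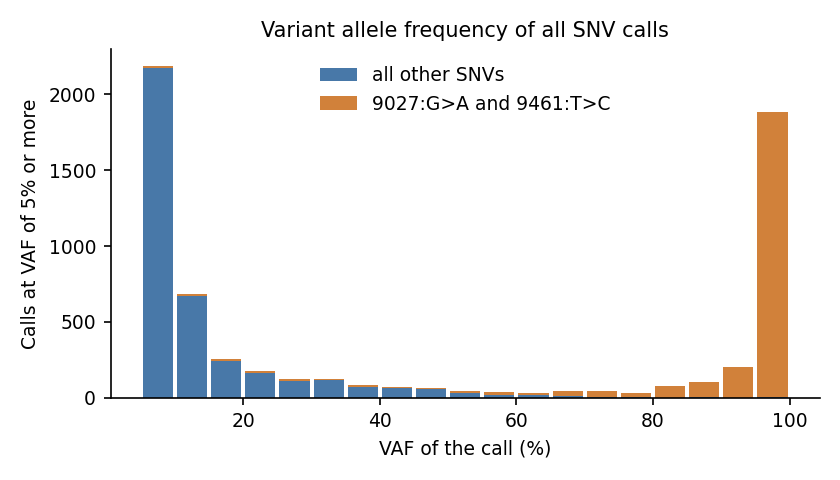
Number of values at a VAF of 5% or more in bins of 5%, with the VAF in percent on the x-axis and the number of values on the y-axis, separately for 9027:G>A with 9461:T>C and for the other SNVs. The upper mode, from 95 to 100%, holds 1881 values of the pair and 3 of the other SNVs.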

We also compared SNV sites (838) from our SMITO dataset against the segregating sites from the mitochondria of 17 mouse strains and observed a significant (hypergeometric test *p* = 0.0034) overlap (*n* = 89) (Fig. 2B). Assuming the 17 strains were an unbiased sample, the AF averaged over 17 strains was calculated and the highest AF was selected as the major allele (Additional file 8: Dataset S3) and the second highest AF as the top minor allele. Among the 89 overlapping sites, we observed a 98% match for major alleles, consistent with segregating variation seen in the strains and a 63% match for minor alleles. In theory, each site can have up to 3 minor alleles. For example, a major allele “A” can have C,G,T minor alleles or a deletion and the expected match should be merely 25% (1/4) by chance.

**Fig. 2:**
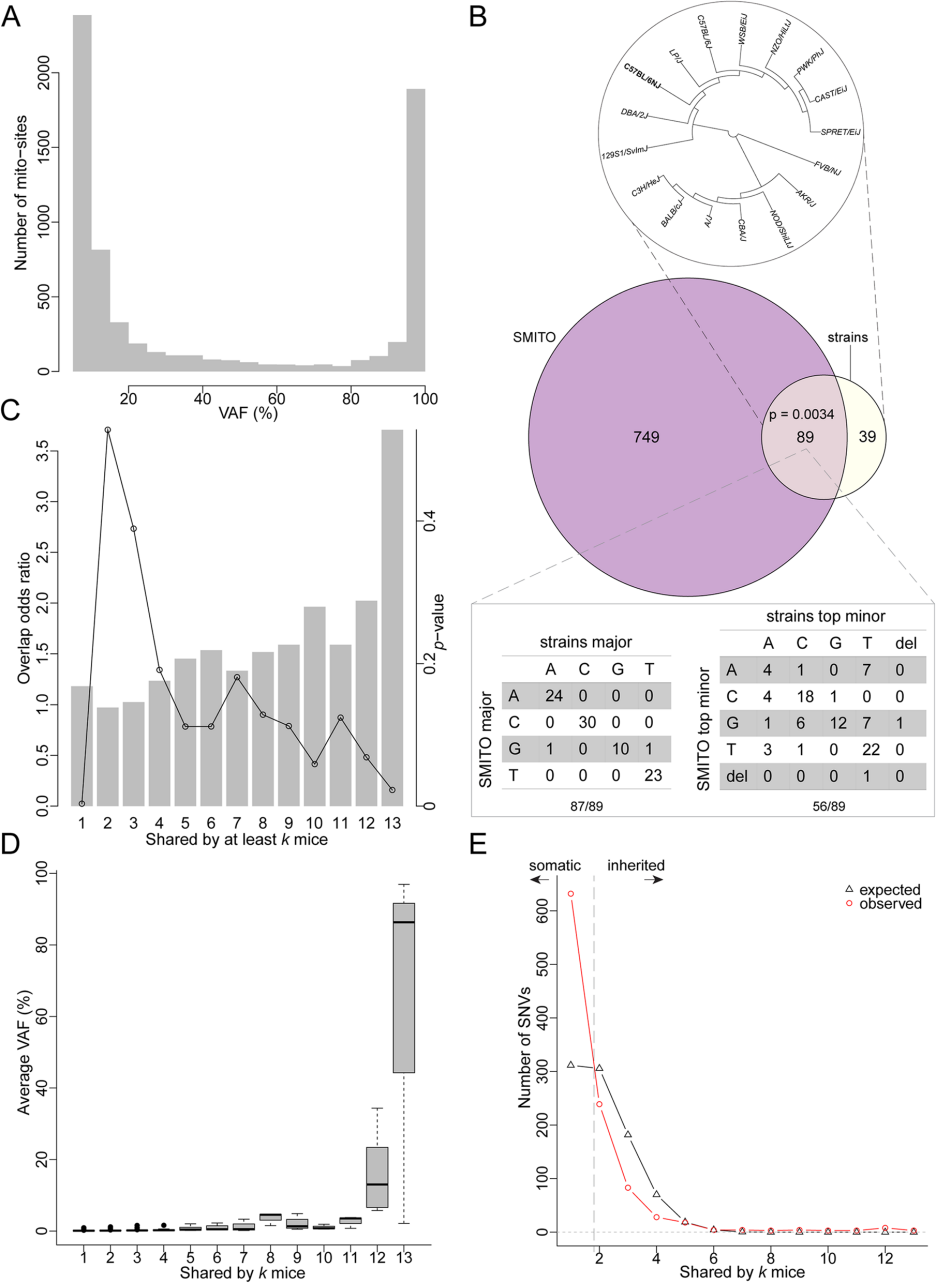
Mouse strain associated segregating sites and inherited-somatic SNV classification. **A** Distribution of the variant allele frequencies (VAFs) on the *x*-axis for all the variants/SNVs observed in all the single mitochondria samples on the *y*-axis. **B** Top: the neighbor joining tree built on 17 mouse strains’ segregating sites; middle: the Venn diagram showing the overlap between SMITO and the mouse strains data limited to the 2145 bp analyzed in this study; bottom: consistency in the major alleles (left) and top minor alleles (right) between SMITO and the mouse strains data. **C** The barplot shows the strength of the overlap of the mouse strains and SMITO data conditioned on the number of mice shared. The dotplot shows the *p*-value from hypergeometric tests. **D** The relationship between average AFs on the *y*-axis and the number of mice shared on the *x*-axis. **E** Classification of somatic and inherited SNVs by the theoretical (black triangles) and the observed (red circles) distribution of the SNV count (*y*-axis) as a function of the number of mice shared (*x*-axis). Analyses were performed on data from *n* = 13 mouse pups, *n* = 102 cells, and *n* = 1645 single mitochondria

Given the lower likelihood of somatic mutations being shared between animals, we hypothesized that a higher prevalence of an SNV shared among animals increases the likelihood of it being inherited. Of our 838 unique SMITO sites, the non-overlapping 749 sites were most likely not derived from germline inheritance. To assess the overlap of SNVs from the mouse strain data with our SMITO dataset, we calculated the overlap odds ratio as a function of the number of mice sharing SNVs. Using the mouse strains data as a plausible pool of inherited SNVs, we observed stronger overlap when thresholding the SNVs by higher number of mice that share the SNV (Fig. 2C) as seen by the bars that depict the odds ratio and the *p*-value depicted by the dotplot within the same graph. 

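The overlap was recomputed with the 128 strain sites among the 1415 bases that the reads reached (9.05%). Of the 559 sites of SNVs found in 1 mouse, 68 were strain sites (12.2%; odds ratio 1.84, two-sided Fisher's exact test, p = 0.0012, adjusted p = 0.0048 over 4 tests). For SNVs found in at least 3 mice it was 14 of 152 sites (9.21%; odds ratio 1.05, p = 0.88), for at least 5 mice 6 of 46 sites (13.0%; odds ratio 1.63, p = 0.30) and for at least 10 mice 3 of 17 sites (17.6%; odds ratio 2.45, p = 0.19). The odds ratio thus rose from 3 to 10 mice, but none of these 3 groups differed from the other bases by more than chance allows. The bases are not independent replicates, and SNVs found in 2 mice are left out.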

According to the “drifting model” of neutral alleles, the “older” an SNV, the more extreme AF (i.e., towards 0 or 1). As anticipated, we observed increasingly larger AF variation when the number of mice shared went higher (Fig. 2D). We also noticed a monotonic increase in the average AF especially as the number of mice sharing SNVs exceeded 9. This trend was also true for the number of cells or mitochondria sharing SNVs (Additional file 9: Figure S6A-B). 

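Across the 793 SNVs, the mean VAF over all mitochondria with a value rose with the number of mice that shared the SNV (Spearman's rho = 0.562, permutation test across SNVs, p = 1e-05). Its average was 0.105% for the 632 SNVs of 1 mouse and 0.216% for the 83 SNVs of 3 mice. It was 3.60% for SNVs of 8 mice, 2.03% for 9, 1.07% for 10, 2.69% for 11, 15.8% for 12 and 61.8% for 13 mice, with between 3 and 8 SNVs in each of these groups. SNVs present in fewer mice count more mitochondria without the variant, so the mean over carriers alone moved the relation most, to a rho of 0.191. SNVs are not independent replicates.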

The three SNVs found to be shared by all 13 mice were 9027:G > A (average AF 86.3%), 9461:T > C (average AF 96.9%) and 12831:A > T (average AF 2.2%). 

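Among mice, the mean VAF of 9027:G>A was 81.1 ± 19.4% (SD, n = 13) and ran from 37.3% in Mouse11 to 96.7% in Mouse05. For 9461:T>C it was 96.9 ± 2.05%, from 92.3 to 99.6%. 12831:A>T was present in 107 of 1108 mitochondria with a value (9.66%), from 52 cells, and its mean VAF among mice was 2.66 ± 1.69%, from 0.432 to 6.42%. In control wells without mtDNA that had a value, it was present in 3 of 11 with primers and 3 of 9 without. With pooled mtDNA it was present in 0 of 20 wells with primers and 2 of 12 without. The VAF of 9027:G>A also depended on the barcode of the well, with lower values for M6 and M8 than for the other barcodes in the same cells.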

Less shared SNVs are presumably “young” and are expected to have lower frequency as compared to more highly shared SNVs.

Using the hypothesis that shared SNVs among mice likely indicate inherited rather than de novo mutations, we categorized SNVs as somatic or inherited. The number of SNVs as a function of the number of mice that shared the variant was modelled (Fig. 2E). A null distribution was generated where SNVs were assumed random while SNVs per mouse were maintained. We found several SNVs unique to an individual mouse but a lower-than-expected SNVs shared by 2–4 mice (Fig. 2E). From this analysis, the SNVs unique to each mouse were designated as “somatic,” and the SNVs shared by ≥ 3 mice as “inherited” for the rigorous analysis. As a result, we classified 632 SNVs as somatic and 161 as inherited SNVs.

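Of the 632 somatic SNVs, 549 (86.9%) were present in 1 mitochondrion and 578 in 1 cell, and none was present in more than 6 mitochondria. The median inherited SNV was present in 5 mitochondria. Among the inherited SNVs, 83 were shared by 3 mice, 50 by at least 5, 17 by at least 10 and 3 by all 13. From the excess of SNVs of a single mouse over a random model, the paper reasons that these are somatic.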

### Mutational preference comparison between inherited and somatic SNVs

We next compared inherited and somatic SNVs for their mutational pattern. The two classes showed distinct regional preferences for transitions (Ti, purine to purine or pyrimidine to pyrimidine change) and transversions (Tv, purine to pyrimidine change or vice versa). Inherited SNVs occurred most frequently in D-loop (20%) and mt-Nd6 (19%), while somatic SNVs occurred most frequently in mt-Rnr2 (15%); only 8 and 11% somatic SNVs were found in D-loop and mt-Nd6, respectively (Fig. 3A). 

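The D-loop held 32 of the 161 inherited SNVs (19.9%) and 49 of the 632 somatic SNVs (7.75%), a difference past the threshold among the 17 genes and regions tested (odds ratio 2.96, two-sided Fisher's exact test, adjusted p = 4.8e-04). For mt-Nd6 the counts were 30 (18.6%) and 68 (10.8%), with an odds ratio of 1.91 (p = 0.010, adjusted p = 0.058). In mt-Rnr2 they were 17 (10.6%) and 92 (14.6%), with an odds ratio of 0.708 (adjusted p = 0.38). Of the 17 tests, 6 had p under 0.05 and 2 an adjusted p under 0.05. With somatic SNVs restricted to those in at least 2 mitochondria, 1 test passed, and it was not that of the D-loop (odds ratio 2.56, adjusted p = 0.18), and the odds ratio of mt-Rnr2 was 1.23, in the opposite direction.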

Somatic SNVs within mt-Co1, mt-Co2, mt-Tq, and mt-Tm were detected two times more often than inherited SNVs. 

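mt-Co1 held 5 inherited (3.11%) and 49 somatic SNVs (7.75%), with an odds ratio of 0.414 (two-sided Fisher's exact test, adjusted p = 0.10). mt-Co2 held 3 inherited (1.86%) and 58 somatic SNVs (9.18%), with an odds ratio of 0.217 (adjusted p = 0.0066), which was 0.263 (adjusted p = 0.31) with somatic SNVs of at least 2 mitochondria. mt-Tq held 1 inherited (0.621%) and 27 somatic SNVs (4.27%; odds ratio 0.206, adjusted p = 0.095), and mt-Tm 1 inherited and 11 somatic SNVs (1.74%; adjusted p = 0.68).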

To control for the PCR coverage for each region, we normalized the SNV occurrence per mitochondrion by the actual number of bases targeted by SMITO within each gene and defined it as the per-base variant rate. The somatic variant rate ranged from 0.16 to 0.51 while the inherited variant rate ranges from 0.02 to 0.23 (Additional file 10: Figure S7), derived by the absolute number of SNVs (~ 4 times more somatic than inherited SNVs). We observed a stark difference in the variant rate distribution (Fig. 3B). Inherited SNVs exhibited an uneven distribution when compared to the average, variants were more prevalent in mt-Tg, D-loop, mt-Nd6, mt-Nd3, and mt-Tl1 but less prevalent in mt-Tq, mt-Tm, mt-Co2, mt-Cytb, and mt-Nd5. In contrast, somatic SNVs showed a more uniform distribution as expected; only a modest decrease was seen in mt-Tt (Fig. 3B). 

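Rates were recomputed as SNVs of the tables per target base between the primers. The inherited rate was highest in the D-loop (0.242), mt-Tg (0.235) and mt-Nd6 (0.204), followed by mt-Tl1 (0.133) and mt-Nd3 (0.109). It was 0.0147 in mt-Tq, 0.0219 in mt-Co2, 0.0263 in mt-Cytb, 0.0357 in mt-Tm and 0.0467 in mt-Nd5, and no inherited SNV was found in mt-Tt (20 bases), mt-Ti (3 bases) or between genes (5 bases). The somatic rate ran from 0.0500 in mt-Tt, where 1 SNV was found over 20 bases, to 0.544 in mt-Rnr2. mt-Nd6 (0.463), mt-Tg (0.471) and the D-loop (0.371) lay between these. mt-Tt lies at the end of region 11, where the last SNV site was 15290 and the reverse primer starts at 15309. Bases beyond the reads may thus be counted in mt-Tt, so its rates may be too low.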

The fact multiple animals have the same SNV, despite germline bottleneck, suggests some kind of maintenance mechanism.

**Fig. 3:**
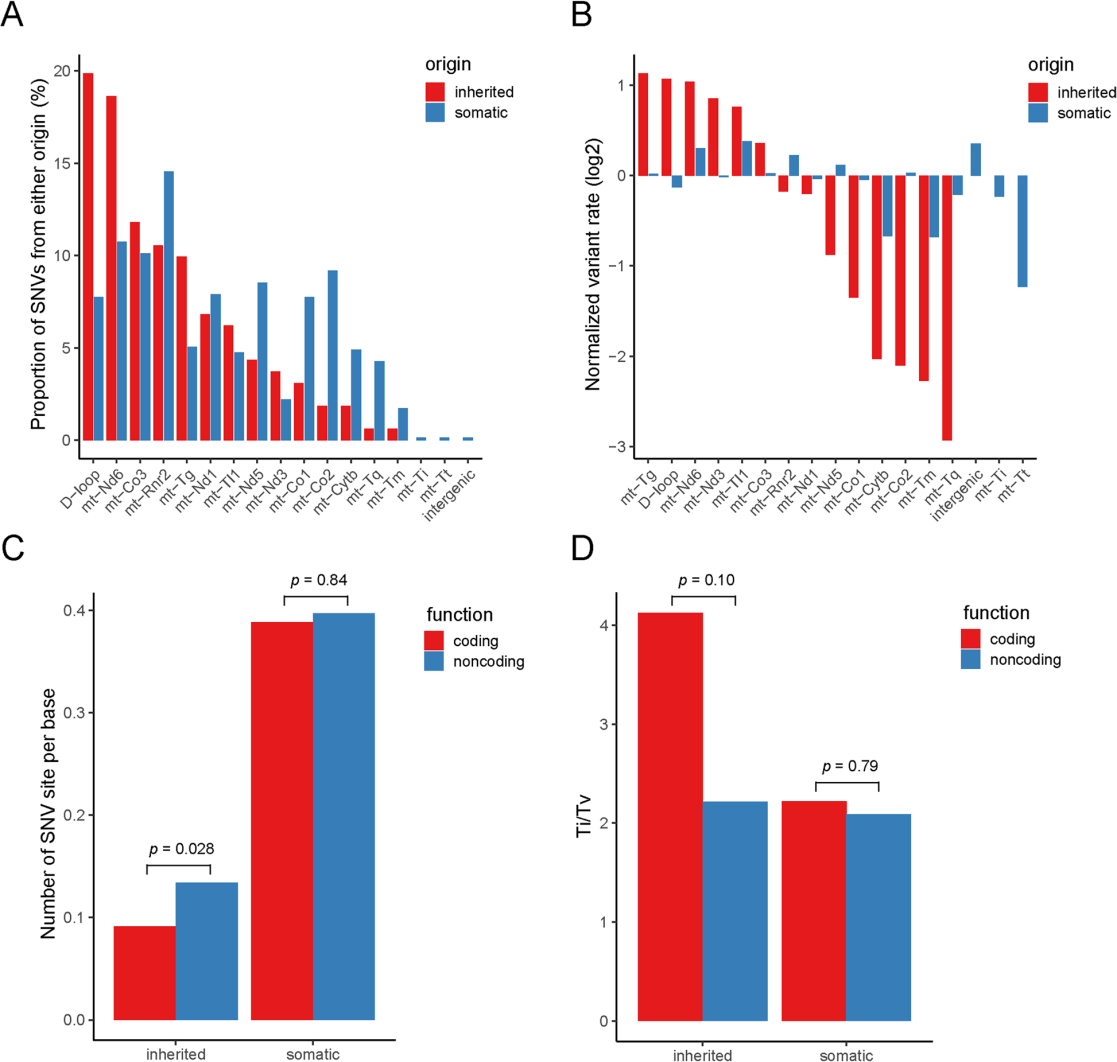
Mutational preference comparison between the inherited and somatic SNVs. **A** The proportion of inherited (red) and somatic (blue) SNVs within target region (gene loci). The percentages were calculated within each SNV class: 161 for inherited and 632 for somatic. **B** Length-normalized mean-centered variant rate for inherited (red) and somatic (blue) SNVs in each gene/locus. **C** The number of SNV sites per base in coding (red) and non-coding (blue) regions for inherited and somatic group of SNVs. **D** The Ti/Tv ratio of inherited and somatic SNVs classified by coding (red) and non-coding (blue) regions. Analyses were performed on data from *n* = 13 mouse pups, *n* = 102 cells, and *n* = 1645 single mitochondria

We compared the per-base variant rate for inherited and somatic SNVs in both coding and non-coding regions (Fig. 3C). A marginal significance (*p* = 0.028) was observed between coding and non-coding regions for inherited group SNVs but not for somatic ones, confirming the observation in Fig. 3B that somatic SNVs had more uniform, functionally irrespective distribution. 

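Inherited SNVs were found at 80 of the 1081 coding target bases between the primers (0.0740 per base) and at 72 of the 574 non-coding bases (0.125 per base), an odds ratio of 0.557 (two-sided Fisher's exact test, p = 8.8e-04). Somatic SNVs were found at 341 coding bases (0.315 per base) and 218 non-coding bases (0.380 per base), an odds ratio of 0.753 (p = 0.0088). The inherited odds ratio moved most with SNVs of at least 5 mice, to 0.397 (p = 0.0025), and without the D-loop it was 0.705 (p = 0.080). Some bases near the reverse primers lie beyond the reads. With the bases from the forward primer to the last site read, a set chosen after seeing the data, the odds ratio was 0.648 (p = 0.013) for inherited and 0.929 (p = 0.54) for somatic SNVs.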

Similar comparison between coding and non-coding regions was made for Ti/Tv (Fig. 3D). 

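The Ti/Tv ratio of inherited SNVs was 4.12 in coding and 2.22 in non-coding regions (two-sided Fisher's exact test, odds ratio 1.86, p = 0.10). For somatic SNVs it was 2.22 and 2.09 (odds ratio 1.06, p = 0.79). Combining both p-values by Fisher's method gave 0.281. With inherited SNVs restricted to those of at least 5 mice, the alternative that moved this most, the combined p was 0.495.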

Although neither showed *p* < 0.05, Fisher’s combined *p* = 0.015 hinted difference between the two classes of SNVs.

Ti/Tv ratios were compared for two classes of SNVs, revealing significant differences based on target regions and functional categories (Additional file 10: Figure S7C-D). Inherited SNVs displayed higher Ti/Tv ratios in mt-Co2, mt-Cytb, mt-Nd3, mt-Rnr2, mt-Tl1, and mt-Tm, indicating a prevalence of transitions. Conversely, somatic SNVs generally exhibited Ti/Tv ratios < 2.5 in these regions. However, mt-Tq, mt-Nd1, mt-Tg, mt-Nd5, and mt-Co3 showed inherited SNVs with Ti/Tv ratios twice as high as somatic SNVs. 

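Among the 17 genes and regions, the Ti/Tv ratio differed between inherited and somatic SNVs in mt-Rnr2, with 17 transitions and 0 transversions against 57 and 34, and in the D-loop (two-sided Fisher's exact tests, adjusted p = 0.016 for both). In mt-Nd3 the counts were 6 and 0 for inherited against 7 and 7 for somatic SNVs (p = 0.051, adjusted p = 0.29), and in mt-Tl1 10 and 0 against 21 and 9 (p = 0.081, adjusted p = 0.34). Inherited SNVs also had no transversion in mt-Co2, mt-Cytb, mt-Tm and mt-Tq, each with 1 to 3 transitions, where the ratio has no finite value. The ratios of inherited and somatic SNVs were 10.0 and 4.56 in mt-Nd1, 7.00 and 2.56 in mt-Tg, 6.00 and 2.60 in mt-Nd5, and 5.33 and 1.86 in mt-Co3, and none of these 4 differences was beyond chance (p = 0.16 or more).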

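In mt-Co1, inherited SNVs comprised 2 transitions and 3 transversions (ratio 0.667) and somatic SNVs 35 transitions and 11 transversions (ratio 3.18). With 5 inherited SNVs the difference was not past the threshold (two-sided Fisher's exact test, p = 0.12, adjusted p = 0.41 over 17 genes and regions).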

Notably, mt-Co1 was the sole protein coding gene displaying a fourfold higher Ti/Tv ratio in somatic compared to inherited SNVs. Fisher’s exact tests revealed that inherited SNVs had higher Ti/Tv ratios in rRNA and tRNA (*p* = 0.001 and 0.02, respectively), while somatic SNVs had higher Ti/Tv ratios in the D-loop (*p* = 0.002) (Additional file 10: Figure S7D). 

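The tRNA genes held 26 transitions and 2 transversions among inherited and 74 and 28 among somatic SNVs (odds ratio 4.06, two-sided Fisher's exact test, p = 0.024). Odds ratios in this paragraph were computed with a small constant added to each count. For rRNA, where all target bases lie in mt-Rnr2, p was 0.0012. The D-loop held 8 transitions and 21 transversions among inherited and 31 and 16 among somatic SNVs (odds ratio 0.207, p = 0.0019). With inherited SNVs restricted to those of at least 5 mice, 3 inherited SNVs remained in each of rRNA and tRNA and neither comparison passed the threshold (p = 0.55 and 0.56), whereas the D-loop comparison did (p = 1.5e-04).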

On comparing the Ti/Tv values from the polymorphisms from between -genera, -species, -strains (Mouse Genomes Project), and -population data (Additional file 11: Table S1, Additional file 12: Figure S8 A-B), we observed a clear trend for the whole mt-DNA (Additional file 12: Figure S8C): (1) phylogenetically more distant mt-genomes showed lower Ti/Tv, (2) D-loop had the lowest Ti/Tv while synonymous polymorphisms had the highest Ti/Tv. When limiting the polymorphisms to the SMITO assayed regions (Additional file 12: Figure S8D), we observed again low Ti/Tv values in nonsynonymous and D-loop polymorphisms but elevated Ti/Tv in synonymous polymorphisms in between-genera, -species, -population (see Additional file 13: Dataset S4). We used the McDonald-Kreitman test on mouse population data to test if evolutionarily selected genes show differential Ti/Tv from neutral genes. However, no gene showed significance for selection (Additional file 14: Dataset S5).

### Hierarchical distribution of the AF variation and heteroplasmy of inherited SNVs

New mutations in the mt-genome alter frequency through replication, drift, and selection. AF changes may occur due to unequal nucleoid replication within a single mitochondrion, uneven genome segregation between mitochondria (fission/fusion), segregation of mitochondria during cell division at the cell level, and germline transmission of inherited SNVs at the animal level. Thus, AF can be modulated at multiple levels. To investigate the variation of AF from a hierarchical perspective, we estimated the AF variation for inherited SNVs at three levels: between -mice, -cells, and -mitochondria using a nested ANOVA model after arcsine transformation (for details see “Methods”). To make variations across levels comparable, the mean-of-squares (MS) were measured. Most of the SNVs showed larger (average of 3 times) variations at the mouse level than the cell level (Fig. 4A, left), and a larger (average of 1.4 times) variation at the cell level than the mt level (Fig. 4A, right). These systematic biases are unlikely to be experimental or biological noise (Additional file 15: Figure S9) since random noise is expected to result in an equal MS across all three levels. 

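The mean squares were recomputed from arcsine square roots of the VAFs for the 161 inherited SNVs, over 12 mice, 91 cells and 1477 mitochondria, without Mouse16&17. The geometric mean of the mouse to cell ratios was 2.92, and the ratio was above 1 for 145 SNVs (90.1%). For cells against mitochondria it was 1.39, with 136 SNVs above 1 (84.5%). Setting VAFs under 5% to 0 moved both most, to 1.59 and 1.21. Within the 5 mice that gave both cell types, the ratios were 2.84 and 1.36. Mice were sequenced in different experiments and differed in days in culture, and these were not separated from the mouse.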

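Mitochondria were shuffled over mice and cells 100 times. The mouse to cell ratio then had a mean of 0.933 (SD 0.0514) and a maximum of 1.04, and the cell to mitochondrion ratio a mean of 0.969 (SD 0.0306) and a maximum of 1.06, so no shuffling reached the ratios of the data (p = 0.0099 for both, the smallest that 100 shufflings can give). Whole cells were also shuffled over mice, a choice made after seeing the data, and the mouse to cell ratio then had a mean of 0.997 and a maximum of 1.22. Shuffling separates mice from chance but not from the experiments in which they were sequenced.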

The mouse and the cell identities were shuffled to generate a null distribution of the MS at the three levels. 

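As a share of the sum of the 3 mean squares, averaged over the inherited SNVs, the mouse level held 59.6%, the cell level 23.2% and the mitochondrion level 17.2%.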

The null distribution level showed an average of 1/3, while the mouse level showed twice the amount of AF variation (Additional file 15: Figure S9A). SNVs according to the between-mice variation were plotted in a descending order (Fig. 4B). 

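The mouse level held 97.1% of the summed mean squares for 6432:G>C, 97.0% for 6430:A>C and 96.6% for 9027:G>A, the highest shares of the 161 SNVs. The lowest were 22.5% for 9480:T>C, 23.0% for 15266:C>T and 25.9% for 6476:G>A. For 2659:C>T the mouse level held 25.9%, the cell level 32.7% and the mitochondrion level 41.4%. For 1253:A>G, which ranked 153 of 161, these were 30.0%, 41.3% and 28.8%. 2659:C>T was present in 3 of 697 mitochondria with a value, 15266:C>T in 4 of 344, 6476:G>A in 3 of 931, 9480:T>C in 3 of 1181 and 1253:A>G in 5 of 837, so their levels rest on few carriers. 6430:A>C and 6432:G>C differed between sequencing experiments within mice, and 9027:G>A between barcodes within cells.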

SNVs with the top between-mice AF variation include 6430:G > C, 6432:A > C, and 9027:G > A (Additional file 15: Figure S9B) whereas SNVs 2659: C > T, 15266: C > T and 1253: A > G SNVs exhibit larger inter- and intra-cellular AF variance. These data suggests that heteroplasmy observed for different sites may be a result of site-specific selection.

**Fig. 4:**
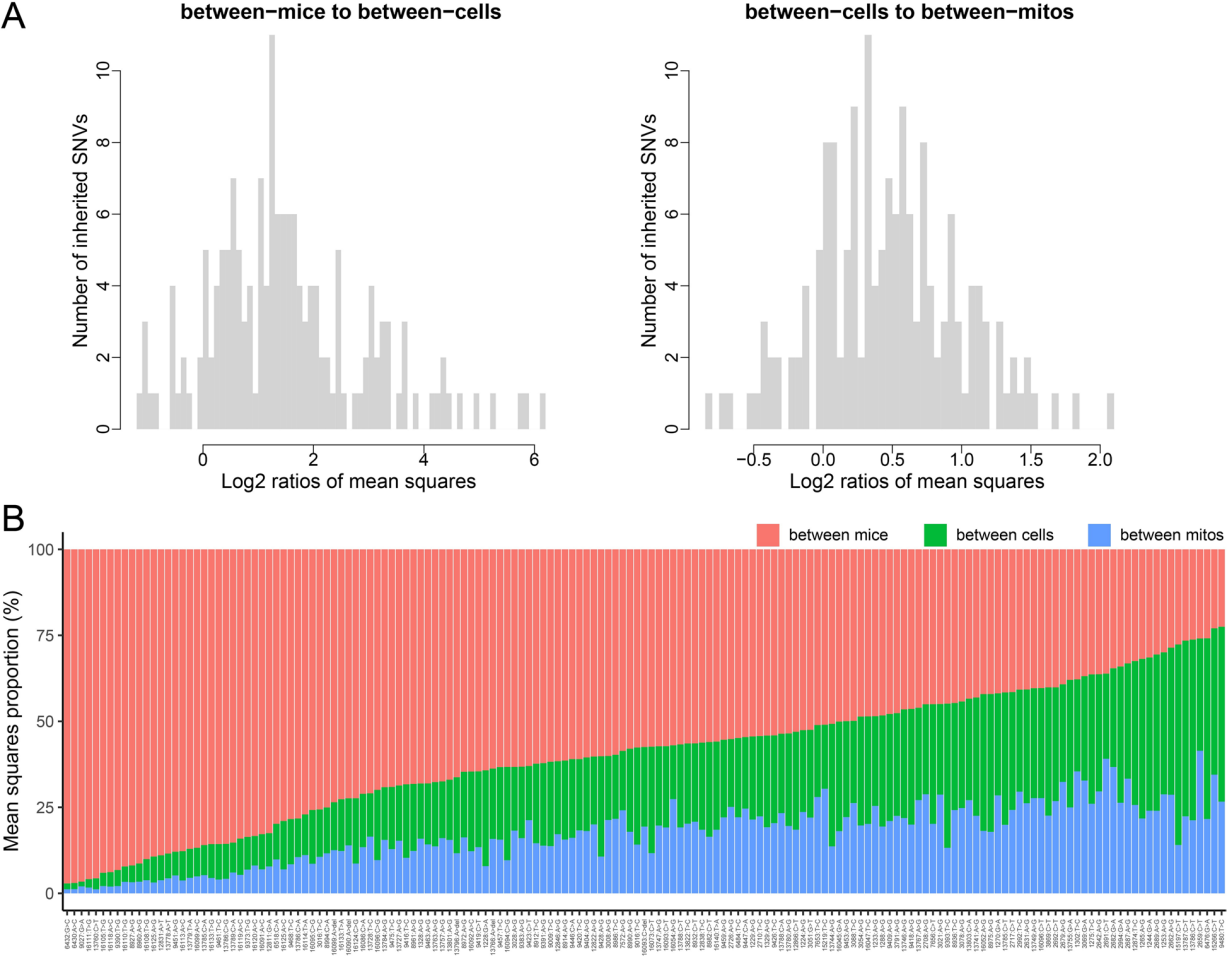
Comparison of the inherited SNVs’ allele frequency (AF) variation across mouse, cell, and mitochondria level. **A** The distribution of the ratios of: between-mice to between-cells variation (left) and between-cells to between-mitochondria variation (right). **B** The proportion of between-mice (red), between-cells (green), and between-mitochondria variation (blue) for each inherited SNV depicted on the *x*-axis. Analyses was performed on data from *n* = 12 mouse pups, *n* = 90 cells, and *n* = 1467 single mitochondria

Often unsupervised dimension reduction is used to highlight sample similarities and differences in large cohorts of data and was recently used to assay mitochondrial variants in single-cell RNAseq from human patient samples in Wang et al. [31]. We however do not find compelling low-dimensional discrimination (Additional file 16: Figure S10) due to the following factors: (1) unlike the Wang et al. data, our individual mitochondrion samples are from inbred mouse single cells rather than a random population of human sample and due to less genetic diversity, our dataset has lower allele frequencies which results in lower discrimination with respect to standard genetic metrics, (2) our data is from the mouse, which has a higher mt-genome mutation rate as compared to humans [32], and (3) there is a higher allele frequency variation across mouse cells [22] which complicates the identification of distinct clusters. We further note that low-dimensional visualization of genetic data has considerable non-intuitive problems as previously noted [33, 34] and typically direct statistical treatment is more representative of the data than dimension reduction.

### Comparison between astrocytes and neurons in the SNV incidence and AF variance

Unlike neurons, astrocytes are mitotic and are known to have more reactive oxygen species due to lower mitochondrial bioenergetic efficiency [25]. We hypothesized that astrocytes would exhibit more SNVs than neurons. 

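The mean number of SNVs per mitochondrion was 3.69 in neurons (n = 896) and 3.96 in astrocytes (n = 749). In a mixed model of the log number of SNVs, with the log number of positions with a value as a covariate and the mouse as a random effect, the neuron effect was -0.0513 (standard error 0.0395, 1477 mitochondria of 12 mice), so that the number was lower by 5.00% in neurons. The two-sided p was 0.0619 from 1000 permutations of the cell type over mitochondria. Mitochondria of a cell are not independent, and with the cell type permuted over cells within mice the p was 0.237. Among mitochondria with a value at 50% or more of the positions the effect was -0.0105 (p = 0.71), and without the covariate it was -0.0810 (p = 0.0240). A single mouse decided the direction, since the effect was 0.0039 (p = 0.88) without Mouse09. Only 6 mice gave both cell types, and within the 5 of them in the model the p was 0.496.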

On comparing the number of SNVs presented in the two cell types, we observed a mild yet significant difference (*p* = 0.024, for details see “Methods”) between the two cell types, with neurons showing ~ 5% lesser number of total SNVs when compared with astrocytes (Fig. 5A). We further investigated if there was cell-type difference in the SNV occurrence for specific SNV(s). By fitting the presence or absence of an SNV to a logistic regression model (the mouse effect included as the covariate), we found that 9419: C > T occurred more frequently in astrocytes and 9027: G > A more frequently to neurons with significances of *p* = 0.035 and 0.038, respectively (Additional file 17: Dataset S6). 

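Of the inherited SNVs, 135 with at least 3 carriers in the 12 mice without Mouse16&17 were fitted with a logistic model of presence at a VAF of at least 5% with the mouse as a random effect, and 1 more with 4 carriers gave no fit. 9419:C>T was present in 8 of 522 astrocyte mitochondria (1.53%, in 7 cells of 5 mice, at a VAF of at most 11.8%) and in 1 of 602 neuron mitochondria (0.166%, at a VAF of 5.32%). Its log odds ratio for neurons was -2.24 (standard error 1.06, Wald test, p = 0.0353). 9027:G>A was present in 553 of 578 astrocyte mitochondria (95.7%) and 640 of 649 neuron mitochondria (98.6%), with a log odds ratio of 1.00 (standard error 0.481, p = 0.0367). These were the 2 SNVs with p under 0.05, and none of the 135 had an adjusted p under 0.05. A part of the 135 fits had very large standard errors, such as 3791:A>G (log odds ratio 19.5, standard error 7363, 6 carriers). The Wald test cannot show a difference with such errors, so these SNVs were in effect not tested. Permuting the cell type over cells within mice gave p = 0.0519 for 9419:C>T and p = 0.232 for 9027:G>A. This permutation draws only on the 5 mice that gave both cell types, whereas the model uses all 12. Over all 13 mice, 9027:G>A was present in 90.0% of mitochondria with barcode M6 and 84.9% with M8. With each of the other barcodes it was present in 97.5% or more. The few mitochondria without it, on which the comparison rests, thus lay mostly with M6 and M8, whose VAFs were low at this site. The log odds ratio of 9027:G>A moved most with the threshold for presence, to 0.308 (p = 0.34) at a VAF of at least 20%. Within the mice that gave both cell types it was 0.593 (p = 0.23), while 9419:C>T had no carrier among the neuron mitochondria of these mice and could not be fitted.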

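The fraction of mitochondria carrying the SNV was compared per cell, over cells with at least 3 mitochondria with a value, weighted by their number and with the mouse as a random effect. The p was 0.0356 for 9419:C>T and 0.0499 for 9027:G>A.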

As an independent test, we compared the fraction of SNV-carrying mitochondria between the two cell types controlling for the mouse effect and we were able to recapitulate significance of these two SNV differences (*p* = 0.036 and 0.052, respectively) (Fig. 5B). To understand the functional consequences of 9419:C > T which impacts the first base of the Ac-loop of mt-Tg [35], we used RNAfold [36, 37]. RNAfold predicted this mutation to cause the minimal free energy to decrease from − 6.60 kcal/mol to − 8.60 kcal/mol, which may result from an additional A:U pair preceding the anticodon (Additional file 18: Figure S11). 

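RNAfold of ViennaRNA 2.7.2 was run on the 68 bases of the reference mt-Tg. 9419:C>T lies at base 29. The minimum free energy was -6.60 kcal/mol for the reference and -8.60 kcal/mol for the variant, and the number of base pairs rose from 19 to 21. The probability that base 29 is paired rose from 34.4 to 94.4%. Of the 204 possible single-base substitutions of mt-Tg, 25 (12.3%) lowered the minimum free energy by at least as much.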

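The variance of 9027:G>A between mitochondria of a cell was computed from arcsine square roots of the VAFs for 35 astrocytes and 50 neurons. The pooled mean square was 0.125 in astrocytes (541 degrees of freedom) and 0.0610 in neurons (597 degrees of freedom), a ratio of 2.05. The two-sided F test gave p = 1.7e-17, and a permutation of the within-cell variances over the cell types gave p = 0.0015, which takes account of differences between cells. The median variance within a cell was 0.100 in astrocytes and 0.0352 in neurons. Within the 5 mice that gave both cell types the ratio was 1.17 (permutation p = 0.64, 15 astrocytes and 13 neurons), so the difference did not hold there. In the mice that gave 1 cell type the ratio was 3.20. Without wells of barcodes M6 and M8, a set chosen after seeing the data, the ratio over all 12 mice was 2.19 (permutation p = 0.034).

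**Figure D3:**
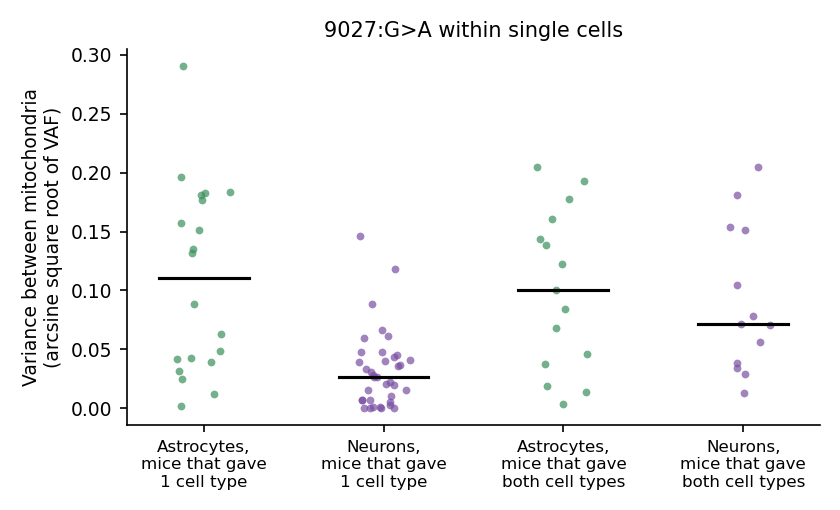
Variance of 9027:G>A between the mitochondria of single cells, on the arcsine square root scale (y-axis), for astrocytes and neurons of mice that gave 1 cell type and of mice that gave both (x-axis). Each point is a cell and each line the median of its group. Neurons of mice that gave 1 type had a pooled mean square of 0.0397, and the other 3 groups lay between 0.104 and 0.127.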

We found that 9027:G > A showed twice as much between-mt AF variance in astrocytes than in neurons (Fig. 5C). The cell-specific differences in the percentage of mitochondria with certain SNV site alleles (9419: C > T and 9027: G > A) emphasize differences in maintenance of SNVs for mt-genome between neurons and astrocytes.

**Fig. 5:**
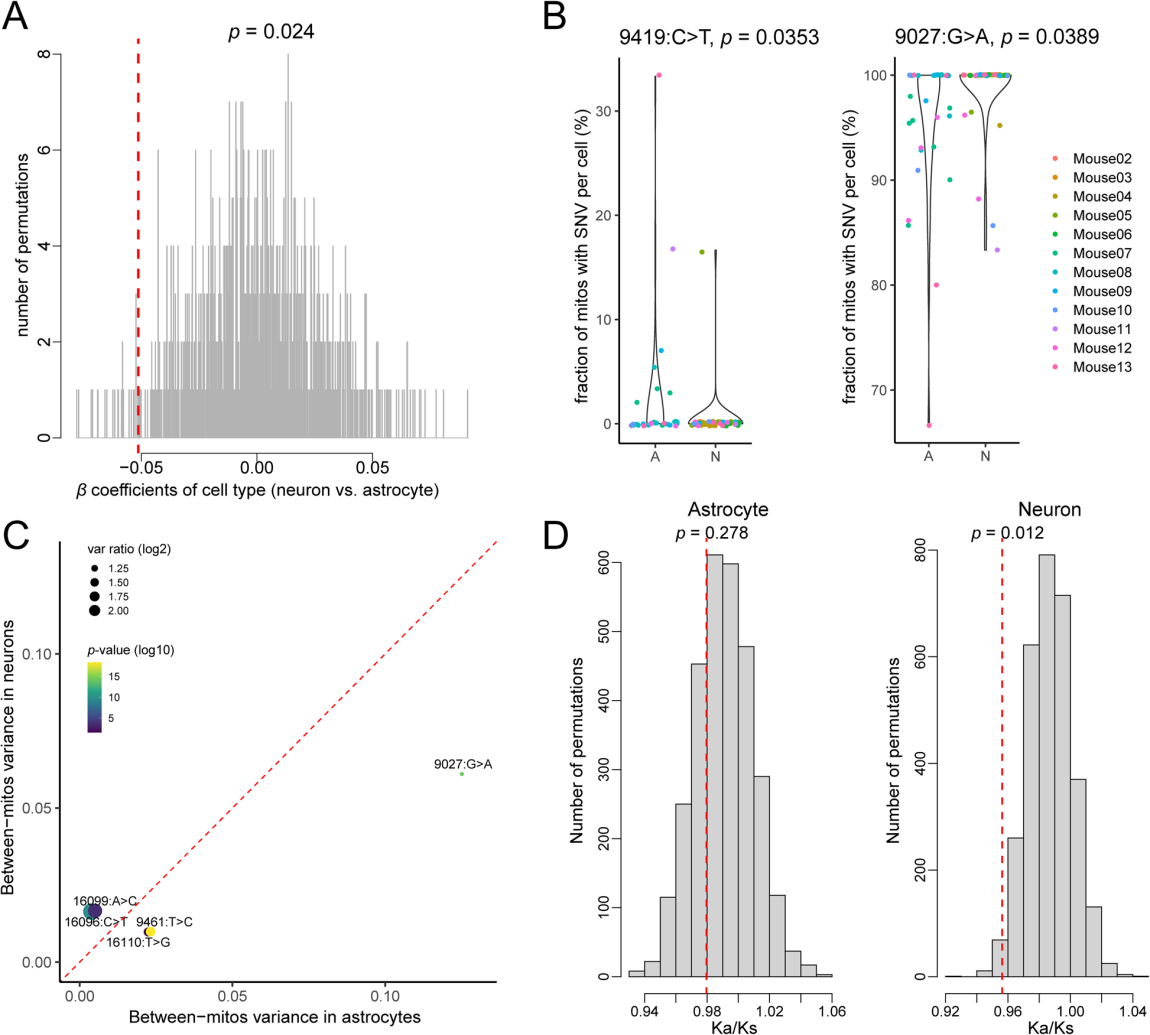
Cell type difference in the SNV incidence and allele frequency (AF) variance. **A** The null distribution (gray lines) and the observed value (red dashed line) of the cell-type effects on the number of total SNVs per mitochondrion. **B** The percentage of SNV-carrying mitochondria per cell for astrocytes “A” or neurons “N” for 9419:C > T (left) and 9027:G > A (right). **C** The scatterplot depicting the between-mitochondria variance in neurons on the *y*-axis to the between-mitochondria variance in astrocytes on the *x*-axis. The size of circles indicates the ratio of the variance (absolute value of log2), and the color gradient indicates the *p*-value (minus log10) from F-test (two-sided). **D** Ka/Ks statistics in astrocyte SNVs, and neuron SNVs. The red dashed line represents the observed Ka/Ks in respective cell type. Analyses was performed on data from *n* = 12 mouse pups, *n* = 90 cells, and *n* = 1467 single mitochondria

To further investigate if evolutionary constraints on mt protein coding genes were different between neurons and astrocytes, we performed Ka/Ks analysis which takes into account the ratio of the number of nonsynonymous substitutions per nonsynonymous site (Ka) to the number of synonymous substitutions per synonymous site (Ks). Ka/Ks = 1 suggests neutrality, < 1 suggests purifying selection and > 1 suggests positive selection. We also found a reduced Ka/Ks relative to the background distribution (*p* = 0.04), indicating an overall purifying selection (Additional file 19: Figure S12 and Additional file 20: Dataset S7). Interestingly, astrocytes did not show significance for purifying selection whereas neurons did (*p* = 0.01). 

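Ka/Ks needs a background of simulated substitutions and was not repeated here. As a simpler measure, the SNVs of coding genes present in each cell type were counted over 12 mice. Neurons carried 180 nonsynonymous and 67 synonymous SNVs, a ratio of 2.69, and astrocytes 158 and 64, a ratio of 2.47. The ratio of these ratios was 1.09 (two-sided permutation of the cell type over cells within mice, p = 0.99), and permuted labels also gave a geometric mean of 1.09. At a VAF of at least 10%, the alternative that moved it most, it was 1.51, below the 1.82 of permuted labels (p = 0.42). These permutations change labels only in the 5 mice that gave both cell types, 30 of the 91 cells. Permuted ratios therefore stay near the observed one, and the p-values say little about the other 7 mice. Within the 5 mice alone, the ratio of ratios was 1.02 (same permutation, p = 0.86). From the reduced Ka/Ks in neurons, their energy demand and their post-mitotic state, the paper proposes a higher selection pressure in neurons than in astrocytes, and it also names genetic drift in neurons as a possible influence.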

A recent study by Hu et al. [38] shows that neuronal cells are under strongest evolutionary constraint and higher selective pressure as compared to the other somatic cells including astrocytes, by single-cell RNA seq data analysis. Since neurons are the functional units of the nervous system and have limited regeneration, have a high energy demand, and are post-mitotic, the selection pressure experienced by these cells is higher than compared to mitotic cell types like astrocytes (Fig. 5D). But we also note that since neurons are post mitotic cells, the effective population size of non-dividing cells might be smaller than dividing cells and hence genetic drift in neurons may influence the changes in allele frequencies.

### Linkage of SNVs in the mt-genome

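For linkage across all mitochondria, an SNV was taken as the allele of a mitochondrion at a VAF of at least 50%, and pairs of sites were tested with a one-tailed Fisher's exact test where at least 10 mitochondria had both values and the minor allele made up at least 5% at each site. Only 4 sites met this, and 1 of the 6 pairs was linked at an adjusted p under 0.1: 16105 and 16110 in the D-loop (206 mitochondria, odds ratio 229, adjusted p = 1.8e-15). With presence at a VAF of at least 5% as the allele, 19 sites gave 171 pairs and 51 were linked. Of these, 11 joined 7 of the sites 6430, 6432, 9027, 9461, 16108, 16111, 16118, 16133 and 16140: 6430 with 6432, and 10 pairs within the D-loop. Another definition, chosen after seeing the data, took the rarer allele at 5% or more, and 59 of 210 pairs were linked, 17 of them among these 9 sites. Tested within mice the number was 36, and within cells 27. The stricter set of reads described in the methods could not be applied to the VAF tables.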

We identified 9 pairs of SNVs within the target regions showing significant (BH adjusted *p* < 0.1) linkage across all cells and mice at position 6430, 6432, 9027, 9461, 16108, 16111, 16118, 16133, and 16140 (Fig. 6A), most of which were found within the D-loop region. Interestingly, two high AF SNV sites 9027 and 9461 showed strong linkage (Fisher’s exact test *p* = 8.82e − 5). 

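9027 and 9461 both had a value in 1105 mitochondria. Both variants were the major allele in 1001 of these, 9461:T>C alone in 98, 9027:G>A alone in 1 and neither in 5 (odds ratio 51.1, one-tailed Fisher's exact test, p = 3.57e-05). The result thus rests on the 6 mitochondria in which 9461 had the reference base as the major allele, of which 5 also had it at 9027. These 5 came from Mouse04 (1), Mouse07 (2) and Mouse09 (2). Of the 103 mitochondria with the reference base at 9027, 69 had barcodes M6 or M8, for which 9027:G>A was lower in general. Stratified by cell, the odds ratio was 84.8 (p = 1.7e-05), and stratified by barcode it was 197 (p = 6.7e-04). When each site was instead scored for the reference base at 5% or more, a choice made after seeing the data, the odds ratio was 2.35 (p = 6.8e-07) over all mitochondria and 0.958 (p = 0.62) within cells.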

Linkages can result from (1) co-segregated mitochondria or (2) an absence of recombination. 

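Of the 916 mitochondria with values at both 6430 and 6432, 111 carried both variants at a VAF of at least 5%, 15 carried 6430:A>C alone, 2 carried 6432:G>C alone and 788 neither. The sites lie at the first and the third base after the forward primer of region 4, and on the same reads. Within the 27 cells with at least 20 mitochondria, 10 pairs of sites could be tested with the major allele. One was linked at an adjusted p under 0.1, 9027 with 9461 in 1 astrocyte of Mouse09 (33 mitochondria with both variants and 2 with neither, one-tailed Fisher's exact test, adjusted p = 0.0168). With presence at a VAF of at least 5%, 2524 pairs could be tested within cells. None was linked after adjustment, and 34 had p under 0.05. For 6430 and 6432 alone, over the 26 cells of any size that could be tested together, carriers of both were more frequent than by chance (exact test stratified by cell, chosen after seeing the data, p = 3.3e-40).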

Some short-range linkages such as 6430–6432 shared at single-cell level, in 3 cells from mouse 12 and 16–17, were caused by the lack of recombination, as the variant alleles were located at the same read (haplotype) (Fig. 6B, Additional file 21: Figure S13).

**Fig. 6:**
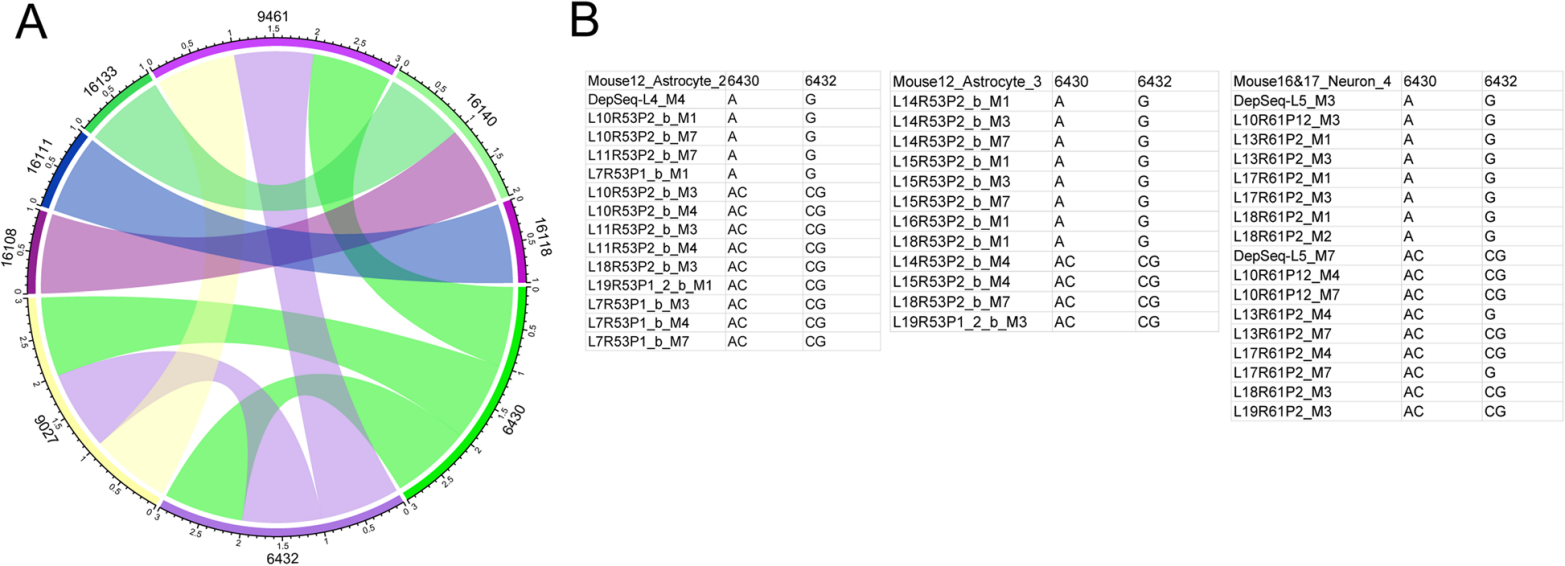
Linkage analysis of mt-SNVs. **A** Circle chord graph depicting significantly linked SNV loci, BH corrected *p-*value < 0.1. Analysis was performed on data from *n* = 13 mouse pups, *n* = 102 cells, and *n* = 1609 single mitochondria. **B** Single-cell level significant linkage 6430–6432 with genotype shown in each mitochondrion from each of 3 individual cells. Analysis was performed on data from *n* = 9 mouse pups, *n* = 26 cells, and *n* = 843 single mitochondria

## Discussion

This study addresses the mt-SNV variance at the mouse, cellular and single-mt levels, heteroplasmy of specific SNV loci, cell type differences, and SNV segregation in the mouse neurons and astrocytes. There are differences in the prevalence or distribution of variants from specific regions of mt-genome because of their potential impact on the mitochondria or the cell. Given that we only targeted ~ 1/10th of the mt-genome, the number of SNV sites per mitochondrion found were relatively high compared to our previous study. This may be a result of larger sample size (~ 13 fold) at the level of individual mitochondria. This may also indicate that besides D-loop, there are certain regions in the mt-genome like rRNA/tRNA (as compared to the other target regions analyzed) that are more permissive to a nucleotide change. Previously, single-cell mtDNA mutation analysis in lymphocytes and monocytes from a 76 year-old female revealed that 70% of the mtDNA mutations were non-synonymous [39]. Similarly, we found that the 12 target regions analyzed had greater number of non-synonymous SNVs (~ 70% of these were transitions) as compared to the synonymous ones. Our comparison with mt sequences from related mouse strains and species suggests that a large fraction of our SNV sites (evolutionarily shared 89 sites) might have been ancestrally inherited, while the rest of SNVs might be de novo mutations whose effects might be recessive to other nucleoids in the same organelle, which explains the overall high proportion of the nonsynonymous changes in the target regions we analyzed.

Three SNVs were shared by all 13 mice: namely, 9027:G > A (average AF 86.3%), 9461:T > C (average AF 96.9%), and 12831:A > T (average AF 2.2%). Site 9461: T > C elicits a change in the start codon (AUU to AUC) for mt-Nd3 [36]. 9027:G > A causes a missense (glycine-to-serine) change in mt-Co3 and 12831:A > T results in premature truncation of mt-Nd5 (after ~ 60% of mRNA has been translated). These three sites show SNVs common to all sampled animals, despite germline bottlenecks in each generation, suggesting that they are actively maintained among mice. 

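mt-Co3 spans 8607 to 9390, and 9027:G>A changes its codon 141 of 261 from GGT to AGT. 12831:A>T turns codon 364 of the 608 codons of mt-Nd5 (11742 to 13565) from AAA to TAA, after 59.7% of the codons. 9461:T>C changes the first codon of mt-Nd3 (9459 to 9806) from ATT to ATC.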

At 9461 position, two strains (PWK/PhJ and C57BL/6 J) use T while 15 others use C. We previously found that this site is also polymorphic among mouse strains [22], which was hypothesized to be cryptic heteroplasmy obscured by bulk sequencing. Thus, we continue to reason that 9461 is ancestrally polymorphic and under balancing selection in macro-evolutionary scale.

The overall nonsynonymous-to-synonymous ratio is approximately 2, suggesting a large fraction of the observed SNVs are randomly distributed over codon positions and transiting through purifying selection or are selectively neutral. 

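In the inherited and somatic tables, synonymous SNVs comprised 123 transitions and 16 transversions, a ratio of 7.69. The ratio was 3.33 for tRNA, 2.18 for rRNA, 1.74 for nonsynonymous and 1.05 for D-loop SNVs.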

Synonymous SNVs showed the highest transition-to-transversion (Ti/Tv) ratio (~ 10), which may occur as a result of wobble position degeneracy and/or RNA secondary structure constraints [40]; tRNA and rRNA showed high Ti/Tv (3.8 and 2.8, respectively), while D-loop showed the lowest Ti/Tv (~ 1). The difference of Ti/Tv between tRNA, rRNA, and D-loop possibly indicates different tolerance to changes in the thermal energy of base pairing due to the requirement of rRNA structure for translation while the D-loop region is gene regulatory and may be permissive to transversions that may promote regulatory protein binding to DNA. The observed transition bias (Ti/Tv of 2.72) in the mouse mtDNA is in agreement with previous studies [41–43]. 

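The substitutions of the inherited and somatic tables held 542 transitions and 235 transversions, a ratio of 2.31. SNVs found in 2 mice are not among them.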

Apart from the protein coding regions analyzed, the higher transition bias for the rRNA and tRNA target regions suggests that purification selection is not limited to protein coding regions in mouse mtDNA. However, since the transition transversion ratio varies between species, it will be interesting to see if Ti/Tv ratio for human mtDNA has significant differences between regulatory regions versus protein coding regions.

We found that the variants in the coding regions classified as “inherited” were mostly biased towards transitions over transversions. 

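The D-loop held 37 transversions, 21 of them inherited. mt-Nd6 held 8 inherited and 24 somatic transversions, and mt-Rnr2 held no inherited and 34 somatic transversions. Among inherited SNVs alone, mt-Nd6 thus came after the D-loop, and over both classes mt-Rnr2 had more than mt-Nd6.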

Interestingly, we found that that after the D-loop, which is known to be hypervariable, the number of transversions was highest in the mt-Nd6, a large fraction of which were non-synonymous. We found that SNVs in ND6 were predicted to have a higher impact when compared to other regions analyzed as noted in Table 2. Intriguingly, a study in 2013 by Bannwarth et al. reported ND6 and ND5 were the two protein coding genes in the mt-genome that had the most mutations in patients with mitochondrial diseases [44]. Being a crucial component for oxidative phosphorylation (OXPHOS), mt-Nd6 SNVs exhibiting a deleterious impact may result in a need for increased replication and transcription as a compensatory response, as observed in mt complex I from human skeletal muscle [45]. Thus, deleterious sequence variants within a gene may lead to clonal expansion of “imperfect” mt-Nd6 or complex I genes until a threshold is reached, as a result of compensatory increase in mtDNA replication [46, 47].

The hierarchical extent of overall variation shows the greatest variation between animals, followed by between cells, and the least variation manifest between mitochondria within a cell. This most likely reflects mainly neutral drift following the overall demographic structure, where the mt lineages have the highest separation between animals, then cells, then organelles within the same cell. At the level of cells, additional homogenizing forces can reduce variation such as suggested by Twig et al. that in mouse islet cells mitochondrial fusion and fission are coupled events [48]. Our data also suggests that there are some SNVs that show negligible variance at the mouse level but exhibit large variance between mitochondria within a cell, i.e., heteroplasmy. Like the codon position-specific selection pressure observed in mtDNA germline variants [49], this points to a region/gene loci-specific mechanism of SNV maintenance in a cell lineage for particular regions of mt-genome. The differences in mt-SNVs variance at cellular vs mt level at specific sites are important to consider for therapeutic strategies. In diseases with increased cellular variance of pathogenic SNVs, targeting and eliminating cells with higher mt-SNV prevalence could be a potential treatment.

The mitochondrial metabolic pathways in neurons and astrocytes are prioritized by their respective key function in the central nervous system, i.e., neurotransmission by neurons and support homeostasis in neurons by astrocytes. Several studies have shown that a main mt difference is that neurons are primarily dependent on OXPHOS to meet their high energy required for neurotransmission; however, astrocytes are primarily dependent on glycolysis. As a result of this main distinction, there are consequential differences in the bioenergetics, maintaining ROS, and signaling. An example of this is prioritizing conversion of pyruvate to lactate in order to shuttle lactate to neurons (since neurons are extremely efficient in utilizing lactate for OXPHOS) [25, 26, 50]. Since these two cell types are heavily interdependent, it is understandable that dysfunction in one cell type will impact the functioning of the other and has implication in numerous neurodegenerative disorders [51–53]. In this study, we have showed that there are cell type-specific differences in the ways mt-SNVs accumulate and propagate in these cells. The greater number of SNV sites in astrocytes (mitotic) than neurons (nonmitotic) is in agreement with the concept that mitotic cells tend to acquire more somatic mt mutations [46] and that astrocytes tend to have higher reactive oxygen species (ROS) production as compared to neurons [50, 54]. Given the subpopulation of mitochondria and specific target regions analyzed in the present study, it is likely that this difference will be more pronounced when the entire mt-genome is screened. Mt-SNV 9027: G > A is prevalent in multiple mouse strains, but no cell-specific differences have been previously reported. This study demonstrates for the first time that even in a wildtype mouse pup, there exist differences in the variance of allele frequencies and levels of heteroplasmy of certain SNV sites between neurons and astrocytes. For both sites 9419: C > T and 9027: G > A, the mitochondria analyzed in a neuron showed less variability as compared to astrocytes. This may be explained by segregation during mitosis in astrocytes which is absent for post-mitotic cells including neurons as well as stronger purifying selection noted in neurons (Fig. 5D). The purifying selection of mt-SNVs in neurons as shown by the Ka/Ks statistic suggests that neurons are under stronger evolutionary constraint as compared to astrocytes. Functionally, 9419: C > T is a mutation in tRNA glycine which leads to a RNA structural change as predicted by RNAfold (Additional file 18: Figure S11) and 9027: G > A is a missense mutation that changes the codon to serine from glycine of mt-Co3 [22]. It is interesting that both these SNVs are linked to glycine especially since glycine is an important part of biochemical pathways (glycine synthesis and metabolism, glutathione synthesis, glutamate-glycine cycle) in astrocytes [26] and also can act as an inhibitory neurotransmitter in neurons [55]. It is likely that there are differences in the tRNA pool availability for neurons vs astrocytes. The 9027: G > A in mt-Co3 (an important component of OXPHOS) observed more frequently in neurons may suggest some advantage to mitochondria since neurons are known to critically depend on OXPHOS for energy. Moreover, tRNA for serine requirement (due to glycine to serine change) is met more easily in neurons than in astrocytes. These findings suggest that the same mt-SNV sites may undergo different mechanisms of development, maintenance, and/or selection. Given that postnatal wildtype cells exhibit these differences, it suggests that the distinctive functions of mitochondrial bioenergetics may inherently be reflected at the mtDNA level and may potentially become pronounced during disease pathology or aging processes. Mean allele frequency differences for other SNVs were notable, but significance was lost after corrections for multiple tests.

Co-segregation in mt-DNA has been reported in human patient samples and trans-mitochondrial cybrids (created by fusion of enucleated cell with another mt-DNA depleted cell with a nucleus to study specific interaction between the nucleus and mt-genome) during aging, onset of deafness, and mt myopathy [56–58]. While a variant by itself may not be able to elicit a bioenergetic change, together with other mutations, these SNVs may contribute to inefficient mt functioning [57]. Of the most prominent linkages in the wildtype C57BL/6 mouse strain was that of 6430: A > C with 6432: G > C (both sites within mt-Co1) resulting from a lack of recombination. The linkage at 9027: G > A in mt-Co3 with 9461: T > C in mt-Nd3 may suggest selective advantages due to plausible cis effects, which when disrupted lead to sub-optimal oxidative phosphorylation. Although there may be a mutational bias towards C <  > T and G <  > A substitutions that could potentially increase linkage, except for the 9027–9461 linkage, all other linkages are not transitions. For 9027–9461, we also analyzed a mouse oocytes Nanopore sequencing dataset [59] and found 9027:G > A and 9461:T > C were indeed on the same haplotype. Further, these findings suggest numerous SNVs that may be linked, and if so, this may be a consequence of selective advantages conferred at either the cis or trans level. Regardless of the mechanism, this implies that the influence of pathogenic or non-synonymous SNVs may be impacted by targeting their corresponding linked SNVs. Long read length sequencing on single-mtDNA will help assess the co-segregation status of sequences highlighted in the present study.

Previous studies analyzing mt-genomes from single cells as well as single mt-genomes from single cells have been limited by technical challenge in single mitochondrion isolation. Several findings pertaining to mt heteroplasmy have been at the organism [60], tissue [20], or at the cell level [59, 61, 62]. However, hierarchical characterizations of mt variants at the single-mt level [22] are limited. In this study, we conducted an analysis of SNV from up to 50 individual mitochondria obtained from a single cell. Isolating homogeneous populations of mitochondria with specific characteristics is challenging due to this inherent heterogeneity. As we have examined multiple mitochondria but only a small fraction of the total mitochondrial population in a cell, it is probable that our analysis has targeted a subset of the population. This analysis was not limited by the isolation yield, but rather by the manual processing of single-mitochondrion samples (mtDNA amplification) on the day of isolation. However, in the future to increase the total throughput through single mitochondrion isolation and amplification method reported here, automatic liquid and a single-cell single-mitochondrion barcoding scheme will be developed and implemented.

## Conclusions

Despite limitations arising from the small number of analyzed cells per animal, these data provide valuable insights into variation in the single-cell mitochondrial DNA SNV landscape. The single cell–single mitochondrion approach (1645 individual mitochondria) in our study reveals higher number of SNV sites per mitochondrion than previously reported attributable to increased experimental resolution. The single-mt SNV landscape suggests that different loci within the mt-genome are subject to different mechanisms of clonal expansion and segregation. The purification selection in mouse neurons and with some of the cell type differences being modest, it will be interesting to determine whether these differences are present and expanded during human neurological disease development. These data are fundamental to the understanding of how different variants can exhibit site-specific differential patterns of clonal expansion and inter- and intra-cellular variation, which narrows the knowledge gap in understanding the functional role of heteroplasmy in disease processes.

## Methods

### Cell culture

Based on the protocol outlined by Kaech and Banker [63], some modifications were made for culturing primary cortical neuronal co-cultures. Briefly, the postnatal day 1 mouse pups (C57BL/6) were dissected to carefully isolate the cortex in cold Hank’s Balanced salt solution without Ca^2+^, Mg^2+^. The cells were then dissociated with 0.5% trypsin/EDTA in PBS followed by pipetting, trituration and passing the cell suspension through a cell strainer. Subsequently, the cells were plated on poly-D-lysine/laminin coated 12-mm coverslips in a 35-mm plate after live cell counting with trypan blue to achieve plating density of 200,000 cells/ml. Co-cultures of neurons and astrocytes were maintained in MEM with B27 supplement and 1% FBS at 37 °C in a 5% CO_2_ incubator as previously mentioned in Morris et al. [22].

### Staining and isolation of single cells

Dispersed mouse cortical neurons and astrocytes were seeded on the coverslips in a 35-mm dish which were stained with 100 nM of MitoTracker Deep Red FM (Invitrogen, M22426) at 37 °C for 20 min in an incubator (5% CO_2_) at DIV (days in vitro) 3, 7, or 21 days. The cell media with MitoTracker Deep Red was replaced with fresh media and incubated for another 20 min. A single neuron or astrocyte was harvested using a micropipette from a coverslip based on morphology (see Additional file 22: Figure S14 for representative images) with MitoTracker labelled cells under the microscope (× 40 magnification, Olympus IX70), and then was collected in the 1.7-mL Eppendorf tube with 4 μl of cell lysis buffer. After spinning down briefly, the Eppendorf tube was incubated on ice for 10 min followed by addition of 15 μl mt buffer (220 mM sucrose, 68 mM mannitol, 10 mM KCl, 5 mM KH_2_PO4, 2 mM MgCl_2_, 0.5 mM EGTA, PH 7.2; 0.01% bovine serum albumin and 1X Protease inhibitor cocktail) to the Eppendorf tube. The single neuron or astrocyte lysates were then used for preparation of the flow cytometry sorting samples.

### Morphology criteria for single-cell pickup

Since both neurons and astrocytes can show variable morphologies, we used the following criterion for each cell type. Neurons—pyramidal (A), bipolar (B) or unipolar (C) neurons, were selected (Additional file 22: Figure S14 A-C). A cell was classified as a neuron if it had a small soma (approximately < 10 µm) with elongated 1–3 processes. Astrocytes—Cells displaying “classic-star-shaped” morphology with multiple processes were chosen as astrocytes. A cell with a relatively larger (> 10 um) and flatter cell body, accompanied by more than 4 processes of similar lengths were designated as astrocytes (Additional file 22: Figure S14 D-F). Additionally, we have incorporated references demonstrating that the neurons and astrocytes chosen for analysis exhibited morphological characteristics consistent with those of mouse cortical neurons and astrocytes identified by immunofluorescent markers. Please refer to the following references showing neuronal and astrocyte morphology that resembles the cells we have selected as mouse cortical neurons and astrocytes respectively: Hilgenberg and Smith [64], Sciarretta and Minichiello [65], Granger et al. [66], Xu et al. [67], Baldwin et al. [68], Sathe et al. [69], Sosunov et al. [70], Sun and Jakobs [71], Purvis et al. [72], Sidoryk-Wegrzynowicz et al. [73], Sun et al. [74], to name a few.

### Conjugation of anti-TOMM20 antibody on microbeads

The conjugation of anti-TOMM20 antibody (Recombinant Anti-TOMM20 antibody [EPR15581-39]—BSA and Azide free, Abcam Cat# ab220822, RRID:AB_3097753) to microbeads through an avidin–biotin bond was modified based on the commercial protocol (Spherotech Inc., Particle coating procedures—https://www.spherotech.com/technical%20notes/STN-1%20rev%20C.pdf). The anti-TOMM20 antibody was biotinylated via Miltenyi One-Step Antibody Biotinylation Kit (Miltenyi Biotec, 130–093-385) following the manufacturer’s protocol. Ten micrograms of anti-TOMM20 antibody was diluted to 100 μg/mL by adding 1X PBS, followed by addition of the 10 μg of antibody to the well containing Miltenyi lyophilized biotinylation mix. After pipetting thoroughly, the mixture was incubated at room temperature for 24 h and stored at 4 °C before use. For coating microbeads, 2 μg of biotinylated anti-TOMM20 antibody was suspended in sodium phosphate buffer (PB buffer, 0.1 M, pH = 5.5) at 10 μg/mL. Twenty million avidin-coated polystyrene particles (1.7–2.2 μm, 0.1% w/v, Spherotech Inc, VFP-2052–5) were added and incubated with biotinylated antibody for 1 h at room temperature on rotator covered by aluminum foil. After incubation, the coated microbeads were centrifuged at 150,000* g* for 10 min and resuspended in 0.4 mL PB buffer. The centrifugation of beads was repeated, and the beads were resuspended in 0.4 mL of filtered mt buffer mentioned in the previous section. Anti-TOMM20 antibody coated beads were freshly prepared each time for mitochondria isolation.

### Flow cytometry of captured mitochondria from single cells

Anti-TOMM20 antibody conjugated fluorescent microbeads (1–2 million—10 times of the estimated number of mitochondria from individual cells) were added to the single neuron or astrocyte cell lysate and the final volume of each sample was adjusted to 100 μL by adding filtered mt buffer. After an hour of incubation at room temperature on a shaker, the product was transferred to flow tubes for FACS sorting. Flow cytometry was performed on a LSR II flow cytometer (BD Biosciences) and BD FACS Aria II (BD Biosciences) respectively for assay validation and sorting at the Penn Cytomics and Cell Sorting Shared Resource Laboratory (RRID:SCR_022376). Flow cytometric analysis was performed using FlowJo software (Additional file 23: Figure S15).

### Amplification of mt-genomes by Rolling Circle Amplification (RCA)

Single mitochondria were sorted in each of the wells of a 96-well plate containing 4 μl of mild lysis buffer (1 × TE, 0.1 M NaCl, 2 mM CaCl_2_). One microliter of 0.25 μg/μl Proteinase K (Roche, 03115879001) was added to each well and incubated at 55 °C for 30 min. The Proteinase K inactivation was performed by incubation at 95 °C for 10 min. The plates were rested on ice until the next step. Nuclease-free water and 1X Phi 29 reaction buffer (New England Biolabs, B0269SVIAL) were added to each well followed by incubation at 70 °C for 3 min. The plates were immediately rested on ice for at least 2–4 min to complete denaturation. The samples were incubated at 25 °C for 50 min with random primers (20 μM). Two-millimolar dNTPs (Invitrogen, 18,427,088), 10 mM DTT (Thermo Scientifc,707265ML), and 5U Phi 29 DNA polymerase (New England Biolabs, M0269L) were added to each well to set up the reaction. The 25 μl reaction mixture was incubated at 30 °C for 32 h. Another 5U of Phi 29 DNA polymerase was added to the reaction mixture after 20 h to continue the reaction. The reaction was stopped after 32 h by incubation at 65 °C for 10 min. The RCA product was stored at − 20 °C until the next step. The amplified mt-genome was validated by ethidium bromide agarose gel electrophoresis (Additional file 24: Figure S16).

### Library preparation

For each library, 10 Non-Seq Barcodes (namely, M1 through M10, Additional file 25: Table S2) were designed for multiplexing 10 mitochondria. For each mitochondrion, 12 target regions were further PCR amplified using forward primers beginning with the aforementioned Non-Seq Barcodes and reverse primers as listed in Additional file 26: Table S3. These regions were selected based on the SNV sites reported in our previous paper [22]. All primers were designed through the NIH Primer-Blast tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast) and synthesized by Integrated DNA Technologies. PCR amplification was performed with 1 μl of RCA product from each single mitochondrion sample, 1 μl of 24 oligos pool for 12 target region amplification (1.25 μM), and 23 μl Platinum PCR SuperMix (Invitrogen, 12532–016), using the following program: 94 °C 2 min for the 1st cycle, followed by 25 cycles of 94 °C 30 s, 49 °C 30 s, 68 °C 30 s, followed by addition of 15 μl Platinum PCR SuperMix for next 20 cycles using the same PCR program as the previous 25 cycles, with a final hold at 4 °C.

After the amplification, each PCR product was analyzed on the Agilent Type Station 4150 using a High sensitivity D5000 Screen Tape Assay. Then 10 barcoded single mitochondria were pooled together and cleaned up by 1.5X AMpure XP beads (Beckman Coulter, A63881). Fifty nanograms of the pool was input into a library using TruSeq Nano DNA kit (Illumina, 20015964) as per the manufacturer’s instructions. Twenty-three libraries were combined into a sequencing run and then sequenced by 1 × 150 bp single-end kit on Illumina NextSeq 500.

### Mitochondrial (mt) barcode demultiplexing

To determine the optimal threshold of error tolerance in mt barcode demultiplexing, the Levenshtein distance was calculated between any two barcodes (Additional file 27: Table S4), and a minimal distance 3 was obtained. Therefore, at most two errors in searching each of the 11-bp barcodes were permitted using the command: cutadapt -g XCGATTATCACG -e 0.2 -O 11 (CGATTATCACG being M1 as an example, Additional file 25: Table S2). For more details on sample size for the number of mitochondria isolated per cell from each mouse pup, see Additional file 1: Figure S1A and for PCR read depth for each mt barcode, see Additional file 28: Figure S17 and additional file 29: Figure S18.

### Out-of-range SNV filtering

The mt barcode and the PCR primers’ efficiency by the read depth was examined at each base position. We noticed the trailing coverage at the 3′ end of some PCR target regions (e.g., Regions 3, 6, and 7, Additional file 29: Figure S18). For the sake of rigor, the bases out of the sequencing read length were designated as “out-of-range,” SNVs (if any) inside these regions were discarded. In addition, SNVs (if any) inside the PCR forward primers were removed because the genetic variants could be masked by the identically synthesized primer sequences, and hence any SNVs inside the primers could be artifactual.

### Variant allele frequency threshold

Assuming that the RCA reaction went through $${n}_{1}$$ cycles at a per-base error rate $${\varepsilon }_{1}$$ and that the PCR reaction went through $${n}_{2}$$ cycles at a per-base error rate $${\varepsilon }_{2}$$. For a particular site, let $${X}_{1}$$ be the total number of mutations resulting from RCA and that $${X}_{1}\sim \text{binom}\left({n}_{1},{\varepsilon }_{1}\right)$$, hence after RCA $${X}_{1}$$ mutant copies and $${n}_{1}-{X}_{1}$$ intact copies will be obtained. Assuming no backward mutation, all mutated molecules would be amplified by PCR, and the final number of mutant copies would be $${{X}_{1}\times 2}^{{n}_{2}}$$. For each of the RCA intact copies, assuming it induces $${X}_{2}^{i}$$ errors during PCR cycle $$i$$, where there are $${2}^{i-1}$$ reactions, hence $${X}_{2}^{i}\sim \text{binom}({2}^{i-1},{\varepsilon }_{2})$$*,* and these errors would propagate and eventually result in $${2}^{{n}_{2}-i}\times {X}_{2}^{i}$$ mutant copies. Therefore, the total number of mutant copies exclusive to PCR would be $$({n}_{1}-{X}_{1})\sum_{i=1}^{{n}_{2}}{2}^{{n}_{2}-i}{\times X}_{2}^{i}$$. After RCA and PCR, the total number of amplicons would be $$N={n}_{1}\times {2}^{{n}_{2}}$$ and among them, the total number of mutants would be $$X={{X}_{1}\times 2}^{{n}_{2}}+({n}_{1}-{X}_{1})\sum_{i=1}^{{n}_{2}}{2}^{{n}_{2}-i}{\times X}_{2}^{i}$$. Assuming the amplicons to the depth of $$M$$ were sequenced and $$Y$$ variant bases were observed, then $$Y\sim \text{binom}\left(M, \frac{X}{N}\right)$$, hence at the VAF threshold $$\theta$$, the probability of making a false positive call is $$\text{Pr}\left(Y>M\theta \right).$$

For simplifying $$\frac{X}{N}$$.

$$\frac{X}{N}=\frac{{{X}_{1}\times 2}^{{n}_{2}}+\left({n}_{1}-{X}_{1}\right)\sum_{i=1}^{{n}_{2}}{2}^{{n}_{2}-i}{\times X}_{2}^{i}}{{n}_{1}\times {2}^{{n}_{2}}}=\frac{{X}_{1}}{{n}_{1}}+\left(1-\frac{{X}_{1}}{{n}_{1}}\right)\sum\limits_{i=1}^{{n}_{2}}{2}^{-i}{\times X}_{2}^{i}$$

Assuming $${X}_{1}$$ and $${X}_{2}$$ are independent random variables, we further have

$$\text{E}\left(\frac XN\right)=\text{E}{\left(\frac{X_1}{n_1}\right)+\text{E}\left(1-\frac{X_1}{n_1}\right)\text{E}\left(\sum\limits_{i=1}^{n_2}2^{-i}{\times X}_2^i\right)=\varepsilon_1}+\left(1-\varepsilon_1\right)\sum\limits_{i=1}^{n_2}2^{-i}\times2^{i-1}\times\varepsilon_2=\varepsilon_1+{\frac12n}_2\left(1-\varepsilon_1\right)\varepsilon_2\approx\varepsilon_1+{\frac12n}_2\varepsilon_2$$

Given that $${\varepsilon }_{1}=5\times {10}^{-6},$$ $${\varepsilon }_{2}=3.67\times {10}^{-6}$$, $${n}_{2}=45$$, we have $$\text{E}\left(\frac{X}{N}\right)\approx 8.758\times {10}^{-5}$$. Since the post-filtering minimal sequencing depth $$M=50$$ is sufficiently large and $$\text{E}\left(\frac{X}{N}\right)$$ is sufficiently small, we can approximate $$Y$$ with a Poisson distribution with $$\lambda =4.379\times {10}^{-3}$$. Therefore, at the VAF cutoff $$\theta =1\%, 2\%, 5\%, 10\%$$, the false positive rate to be $$\text{Pr}\left(Y>M\theta \right)=4.370\times {10}^{-3}, 9.560\times {10}^{-6}, 1.395\times {10}^{-8}, 9.756\times {10}^{-18}$$, was expected respectively. Given 1424 sites in total, the expected false positive sites were $$6.222, 1.36 \times {10}^{-2}, 0,\text{ and }0$$ at the corresponding cutoff. Hence 5% VAF threshold was chosen.

### SNV calling within each mitochondrion sample and Quality Control Procedure

We processed the raw reads using an in-house Next-Generation Sequencing (NGS) pipeline. First, barcoded reads from the same library were demultiplexed into individual mt reads. Then, sequencing adapters and poly-Gs were searched, trimmed, and reads shorter than 20 bp were discarded. Remaining reads were mapped to the mouse mtDNA (genome build mm10) using STAR,v2.7.2d (RRID:SCR_004463) [75] with default parameters except “–outFilterMismatchNoverLmax 0.1,” which made mapping more stringent than by default. To disable spliced alignment, additional arguments “–alignIntronMax 1 –alignSJDBoverhangMin 999” were used. Afterwards, only uniquely mapped reads inside the PCR regions were extracted, and for each PCR region, per-base read pileup was generated by samtools, v1.13 (RRID:SCR_002105) with parameters “–excl-flags UNMAP,SECONDARY,QCFAIL –count-orphans –min-BQ 0 –min-MQ 0 –reverse-del.” In case of memory exhaustion, an additional argument “–max-depth 500000” was used such that the maximum depth was limited to 500,000.

To prevent false positives caused by sequencing errors, polymorphic bases with Phred scores below 30 were discarded. This threshold was derived from the Phred calibration analysis, where all non-reference bases were collected and their theoretical (*x*-axis) error rate was plotted from Phred calls against the observed error rate (*y*-axis), which was composed of true SNVs and technical errors. As expected, two well separated clusters were observed: the top-right quadrant (VAF >  = 5%, Phred >  = 30) and the bottom-left quadrant (VAF < 5%, Phred < 30) (Additional file 30: Figure S19). The threshold was maintained at 30 for the sake of simplicity (not lowered to 28.99—the red dashed line). Only < 10% read depth was lost when imposing the more stringent cutoff, and most of the loss occurred to the 3′ end.

For accurate AF estimation, SNVs were called from positions with (1) read depth ≥ 50, and (2) VAF ≥ 5% (Additional file 31: Dataset S8). The PCR primer regions were discarded from the SNV calls. To reduce false positives, we discarded PCR primer regions from SNV calls or SNVs discordant between the alignment tool STAR [75] and BWA (RRID:SCR_010910) [76] (Additional file 32: Figure S20). Besides the original SNV call, another much more stringent SNV list was derived by the following filtering criteria: (1) reads must be on the positive strand only, (2) reads must start off the 5′ end of the PCR forward primer only by + / − 1 bp, and (3) read length must be ≥ 135 bp. The stricter SNV call verified 92.5% of the total SNVs from the original call.

### Control experiment assessment

The raw read depth in the single mtDNA samples versus different types of controls was compared: pooled mtDNA( +), pooled mtDNA( +) primer( −), pooled mtDNA( −) primer( +), pooled mtDNA( −)primer( −) in 12 PCR target regions (Additional file 33: Figure S21). As expected, in most of the amplified SNV regions, the positive controls (i.e., pooled mtDNA from mouse brain—double positive control) gave rise to the highest read depth, and the single-mitochondrion, double positive samples often showed the second highest depth. 

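Some control wells shared libraries with single mitochondria, and others were in libraries of control wells alone. The 21 wells with pooled mtDNA and primers had a median of 1657098 reads and the 14 with pooled mtDNA and without primers 318600. The 25 wells without mtDNA and with primers had a median of 65235 reads and the 12 without both 111614, so that wells without mtDNA had a median within the range of single mitochondria. Of the 37 wells without mtDNA, 34 had a value for at least 1 SNV, with a median of 386 of the 793 SNVs. An SNV was present in 27 of them, with 106 values of 35 SNVs at a VAF of at least 5%.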

Compared with the positive controls, the negative controls generally showed two orders of magnitude lower depth. It is noteworthy that the read depth is not an accurate estimator for sensitivity for it is heavily influenced by PCR efficiency, starting material and sequencing depth, hence single-mitochondria samples and pooled controls might not be well comparable. The main purpose of this analysis was to highlight the global difference between the positive and negative pooled controls, and the results did match our expectation. The QC statistics from pipeline preprocessing can be found in Additional file 34: Dataset S9.

### Correction for the soft-clipped 9027

During read alignment, we noticed that STAR could soft-clip the mismatching base(s) at the 3′ end of reads and hence could cause an underestimated VAF should the variant base be at the 3′ end. A systematic diagnostic analysis was performed to evaluate the impact of this issue. We found that 9027 was the only position affected by this problem—of 1489 mitochondria that have base coverage at 9027 from raw reads, there were in total 107,259,677 As, 13,953,942 Gs, 330,682 Cs, and 294,080 Ts; STAR discarded the non-reference As. Therefore, the 9027:G > A read frequency for each sample was manually compensated. 

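9027 is base 140 of region 3, which the reads enter from the forward primer, and base 120 after that primer. The deposited VAFs, which include the authors' compensation, differed by barcode. The mean VAF of 9027:G>A was 52.4% with M6 (SD 35.0, n = 120) and 61.3% with M8 (SD 34.5, n = 119), compared with 97.7% with M3. Compared within the 81 cells that had M6 or M8 and other barcodes, the other barcodes were higher by 33.9 percentage points on average (permutation by random sign flips of the cell differences, p = 1e-05, the smallest that 100000 flips can give). M6 and M8, picked for their low means, were lower in 78 of the 81 cells and on average in 12 of 12 mice. The mean difference was 42.8 points in astrocytes and 26.8 points in neurons. In wells with pooled mtDNA the mean VAF was 13.2% with M6 (4 wells), 11.0% with M8 (1 well) and 12.8% with M5 (1 well), 50.4% with M7 (5 wells) and 97.1% with M1 (2 wells), while in single mitochondria M5 had 77.5% and M7 93.9%.

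**Figure D4:**
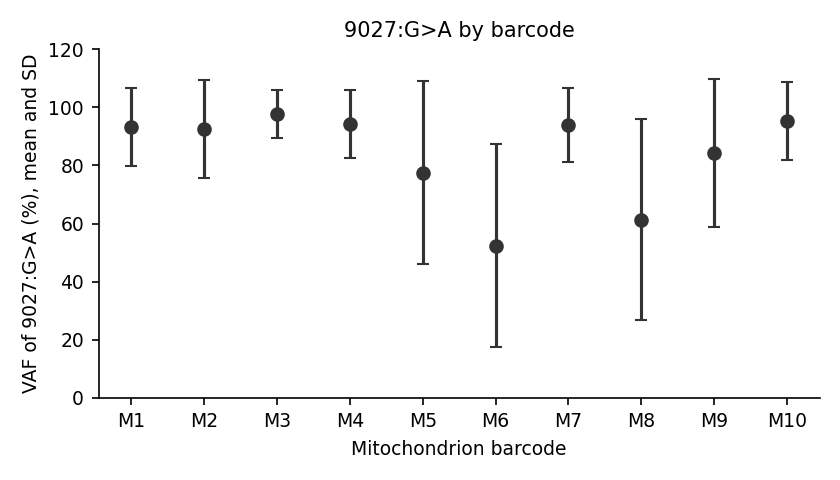
VAF of 9027:G>A in percent (y-axis) by barcode (x-axis) in single mitochondria of all 13 mice. Points are means and bars the SD over mitochondria, which can pass 100%. M6 and M8 have means of 52.4% and 61.3%, below the other barcodes.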

Additional file 35: Figure S22 represents the change in 9027:G > A VAF before and after the correction.

### NUMTs computational analysis on SMITO data

Given our single-cell fluorescence activated mt isolation procedure [23], we do not expect nuclear DNA contamination in our samples. In support of this argument that nuclear-embedded mitochondrial DNA sequences (NUMTs) [77–80] are highly unlikely in our dataset, we performed computational prediction of NUMTs. To determine the number of false positives due to the potential NUMTs [77–81] contamination, we first assembled a list of mouse NUMTs regions. Briefly, we synthesized 50-bp reads at each mitochondrial position and mapped them to the nuclear genome using BLAST with highly sensitive parameters: -num_alignments 1000 -word_size 6 -perc_identity 80 -gapopen 3 -gapextend 1 -evalue 1; the results were merged as disjoint regions and referred to as NUMTs. We synthesized 50 bp reads from NUMTs and mapped them back to the mt-genome using bwa mem. To make the mapping quality comparable to STAR, we filtered for alignments with MAPQ ≥ 60. Finally, we called 381 NUMTs original, false mt-SNVs (Additional file 36: Figure S23A and Additional file 37: Dataset S10) using the aforementioned procedure in the “Methods” section. Please note that, for this analysis, we only required VAF > 0 and did not filter out low-depth or low-VAF SNVs, hence our false positives here are overestimated. 

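Of the 793 SNVs in the inherited and somatic tables, 14 (1.77%) are among the 381 variants the authors called from NUMTs, 1 inherited and 13 somatic. Leaving them out moved no comparison between inherited and somatic SNVs to the other side of its threshold.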

We compared our SNVs against this list; only 27 overlapped suggesting that, by computational analysis at most, 27 out of 838 (3.2%) SNVs could potentially be artifacts originating from NUMTs.

Furthermore, mapping reads that did not align to the mouse mt-genome to the mouse nuclear genome yielded a minimal number of unique alignments (average 0.33%, median 0.08%). Given the same amplification, library prep and sequencing conditions, nucleus borne reads should have mismatch rates comparable to mt reads. These nucleus exclusive alignments showed significantly (Wilcoxon rank-sum test *p*-value < 2.2e − 16) higher mismatch rate (mean 5.19%, median 5.27%) than mt exclusive alignments (mean 1.41%, median 1.17%).

To check if our single mitochondrion samples are contaminated with nuclear material, PCR was performed on the single mitochondrion RCA products using primers targeting a region from mouse mt-genome (Target region 6) and two independent regions in mouse chromosome 1 (Pet-1, FEV transcription factor) and chromosome 6 (Gapdh, Glyceraldehyde-3-phosphate dehydrogenase). Both 1 µl and diluted single mitochondria RCA product (2 µl of 1:25 dilution) was used to test the presence of mtDNA as well as nuclear contamination following the procedure mentioned in the main methods section under library prep. The annealing temperatures of 50 °C, 55 °C, and 57 °C were used respectively for target region 6, Pet-1, and Gapdh. The isolated mtDNA (0.1 pg) from mouse pup brain that had also undergone RCA was used as a positive control template (0.5 µl) for target region 6, and 12 ng of mouse genomic DNA from mouse pup brain was used as template for positive controls, Pet-1 and Gapdh. One microliters from final PCR mix of test samples and 0.5 µl of positive controls was loaded on Agilent D5000 ScreenTape. Additional file 36: Figure S23B is a representative image showing PCR product from 4 single mt samples (from two independent experiments #45 and #22 – well IDs are labelled on the gel picture H1, H2 from #45 and B3, B4 from #22) diluted 1_25 samples targeted for target region 6 (Lanes 2–5), Pet-1(Lanes 6–9), Gapdh (Lanes 10–13), positive control for target region 6(+ Mt—Lane 14), positive control for Pet-1(+ Nu—Lane 15), and positive control for Gapdh (+ Nu—Lane 16). The expected band for target region 6 is 189 bp, Pet-1 is 237 bp and Gapdh is 452 bp for mRNA and 646 bp for DNA. The primer information for target region 6 is mentioned in Additional file 26: Table S3. The primer information 5′–3′ for Pet-1 and Gapdh are as follows:

- Pet-1 Forward Primer – AGATTCTGGAACTCCCGTGT
- Pet-1 Reverse Primer – GAGAAAGGGAAGCCAGAGTG
- Gapdh Forward Primer – ACCACAGTCCATGCCATCAC
- Gapdh Reverse Primer – TCCACCACCCTGTTGCTGTA

### SNV impact annotation

The package Variant Effect Predictor, VEP—v102.0 (RRID:SCR_007931) [82] with the parameters “–offline –cache –species mus_musculus –force_overwrite –everything –i” was used to infer the consequence of the 1032 non-reference alleles based on the mouse mt codons. We manually labelled AUU-to-AUC (e.g., at 9461) as “synonymous” according to the mouse mt codon table. Besides, 3772:C > T hit both mt-Ti (on the plus strand) and mt-Tq (on the minus strand) while VEP predicted identical severity; only former was retained for simplicity.

### Mouse strains coordinate standardization

During the phylogenetic analysis, a subtle discrepancy was seen in the UCSC GRCm38 reference genome (C57BL/6 J) which is used in this study and the C57BL/6NJ genome (CM004277.1) from the Mouse Genomes Project: the former has 16,299 bp while the latter has 16,300 bp (Additional file 38: Figure S24). Hence, a distinction was made between C57BL/6 J and C57BL/6NJ: UCSC C57BL/6 J was added to the 16 strains from the Mouse Genomes Project and multiple sequence alignment was performed to 17 strains in total. The mitochondrial coordinate system was standardized based on UCSC GRCm38 (C57BL/6 J).

### Comparing SMITO and sites segregating among mouse strains

To assess the data quality, 17 mouse strains’ mt-genomes data from the Sanger Mouse Project [83, 84] were aligned (multiple sequence alignment) using Clustal Omega (RRID:SCR_001591) [85], which identified 1494 segregating sites. Among them, 128 sites within the 12 mt target regions analyzed in our study were termed as “17 mouse strains data” and compared to SMITO dataset. The overlap was quantified by hypergeometric tests, and by major allele or top minor allele consistency.

### Inherited-somatic SNV demarcation

To compute the null distribution of number of SNVs shared by *k* mice with animal specificity controlled, the SNVs in each mouse were shuffled such that the total number of SNVs remained identical in each permutation (*n* = 100), and the average was calculated as the expected number of SNVs shared by *k* mice. The expected and the observed curve were contrasted; the first cross (*k* < 1.9) was taken as the cutoff for somatic SNVs; inherited SNVs were taken only if *k* ≥ 3 for stringency.

### Mutational pattern in annotation groups

To compare mutation pattern for somatic and inherited SNVs, the total SNVs were divided into two groups: coding and non-coding. In each group, the per-base mutational rate and the transition-to-transversion (Ti/Tv) ratio was compared using Fisher’s exact test (two-sided).

### Hierarchical variation distribution of the inherited SNVs

ANOVA was performed on the VAF of 161 inherited SNVs, and the Mean of Squares (MS) was computed at three levels: the mouse, cell, and mitochondria. For each SNV, the ratio of the mouse-level MS to cell-level MS, and of the cell-level MS to mitochondria level MS was calculated. To ensure that the distribution of the MS was not skewed by noise (VAF < 5%), mouse and cell labels were randomized by 1000 permutations, creating a null distribution of the mouse-, cell-, and mitochondria-level MS for the observed distribution to be contrasted. For each SNV, the MS at three levels were finally normalized to a percentage. This analysis involves cell-level and mouse-level variance partition where mouse identity has to be ascertained, so the mixed pup culture (16&17) was excluded.

### Cell type comparison for SNV incidence and VAF variance

The number of SNVs per mitochondrion (log(*x* + 1) transformed) were compared in neurons and astrocytes by a mixed-effects linear model using the cell type as the main effect, the mouse ID as the random effect, and the number of bases with sufficient depth (log(*x* + 1) transformed) as covariates; the null distribution was built by 1000 permutations to the cell type label. Each SNV incidence between the cell types were compared using two independent methods: (1) logistic regression was performed to predict the presence or absence of an SNV in individual mitochondria using the cell type as the main effect and the mouse ID as the random effect; (2) the fraction of mitochondria with variant in each cell (excluding cells with < 3 mitochondria) was calculated and then fitted to a weighted logistic regression using the cell type as the main effect and the mouse ID as the random effect. R package lme4,v1.1–28 lme4 (RRID:SCR_015654) [86] was employed for the mixed-effects models. Finally, the between-mitochondria variance between the cell types for each SNV was compared. To control for the mouse and the cell effect, the VAF was arcsine transformed and ANOVA was performed using the mouse and cell ID as the covariates, and the MS of the model residuals from the cell level was taken as the between-mitochondria variance estimate. The analysis was performed for both cell types separately. Mouse16&17 is a co-cultured sample from two mice (mixed pup culture); consequently, cells from this experiment were excluded from the analyses in Fig. 5. The method by Li et al. [21] was used to compute Ka/Ks statistic controlling for the mutational spectra. The null distribution was built by 3000 permutations controlling the respective mutational spectrum in either cell type.

### Alignment quality assessment for linkage analysis

During analyzing SNV linkages, some significantly linked SNVs were observed in a small fraction of amplicons and showed suboptimal read quality. For example, 6 variants around 13775 were located on reads starting ~ 80 bp downstream the 5′ end of the PCR forward primer (Additional file 39: Figure S25) and appeared as linked SNVs. To avoid suboptimal alignment that could be a major confounder for this analysis, a stricter set of filtering criteria was used: (1) reads must be on the positive strand only, (2) reads must start off-5′ end only by + / − 1 bp, (3) read length must be ≥ 135 bp. Using this stricter processing, 776 total SNV sites and 209 SNV sites shared by ≥ 3 mitochondria were observed. Comparing with the permissive processing (Additional file 40: Figure S26), 92.6% (776) SNV sites survived the stricter filtering (Additional file 40: Figure S26A). The stricter filtering also led to 22 new SNV sites shared by ≥ 3 mitochondria because of an increase in the VAF after the stricter filtering (Additional file 40: Figure S26B).

### SNV linkage analysis

To detect linked SNVs, the SNV sites that had non-missing allele calls in ≥ 10 mitochondria and that had ≥ 5% mitochondria with the minor allele were filtered. Furthermore, cells with ≥ 20 mitochondria were filtered to study linkage at the cell level. The association between a pair of SNVs was quantified by a one-tail Fisher’s exact test. Briefly, for each cell and for each pair of the filtered SNV sites, whether the observed odds ratio of any combination of observed alleles significantly exceeded the random was tested. The *p*-values were subsequently corrected for multiple tests using the Benjamini–Hochberg method [87].

### Statistics

Statistical analyses and graphics are done with R Project for Statistical Computing (RRID:SCR_001905), circlize (RRID:SCR_002141), and ggplot2 (RRID:SCR_014601).

### Supplementary Information

Additional file 1: Figure S1. An overview of the distribution of the total SNVs. (A) The distribution of the number of mitochondria captured per cell per mouse. The mitochondria number isolated per neuron or astrocyte is depicted as a blue or an orange dot respectively. (B) The graph depicts a SNVs’ presence (as red dot) in each mitochondrion sample on the y-axis (each row is one individual mitochondrion sample) across the mt-genome (x-axis). The y axis on the right shows identity of each mitochondrion sample with respect to the mouse, cell type, cell, library ID barcode. (C) The number of SNVs is represented on the y-axis in each target region genes depicted on the x-axis. SNVs color coded by the number of shared mitochondria, cells, and mice.

Additional file 2: Dataset S1. Sample metadata for SMITO dataset.

Additional file 3: Figure S2. Distribution of the SNV counts in the SMITO dataset. Histograms showing the distribution of the SNV count in each mitochondrion for each of the 102 cells analyzed. Each histogram represents a cell (102 total) and is labelled with the cell type and the animal ID.

Additional file 4: Figure S3. Mutational Spectra for the mt-genome. (A) Intrinsic C <  > T, G <  > A tendency due to mt-genome base composition and (B) the SMITO mutational spectra accounting for the intrinsic tendency.

Additional file 5: Dataset S2. SNV Impact Annotation for 1032 SNVs from SMITO dataset.

Additional file 6: Figure S4. Comparison of Cells and Mitochondria Sharing Deleterious and Tolerated Nonsynonymous SNVs. (A) Number of cells or (B) mitochondria sharing the nonsynonymous SNVs, which were categorized as “deleterious” and “tolerated” by SIFT (for high-confidence only). The *p*-value is from Wilcoxon’s rank-sum test.

Additional file 7: Figure S5. Illustration of the anti-codon base changes in a tRNA SNV 9423:C > T.

Additional file 8: Dataset S3. SMITO dataset Comparison with mouse strains data.

Additional file 9: Figure S6. The distribution of the VAF and number of SNVs shared by the single-mt samples. (A) The relationship between the average AF (y-axis) and the number of cells sharing the SNVs. (B) The relationship between the average AF (y-axis) and the number of mitochondria sharing the SNVs. (C) The number of SNVs (y-axis) stratified by the number of cells sharing these SNVs. (D) The number of SNVs (y-axis) stratified by the number of shared mitochondria with these SNVs.

Additional file 10: Figure S7. Comparison between the inherited and the somatic SNVs in mutational propensity. (A) Inherited SNVs’ per-base variant rate on the y-axis in each target gene loci on the x-axis. (B) Somatic SNVs’ per-base variant rate on the y-axis in each target gene locus on the x-axis. (C) The Ti/Tv ratio of inherited (red) and somatic (blue) SNVs for each target region gene. (D) The Ti/Tv ratio of inherited (red) and somatic (blue) SNVs for each group namely rRNA, tRNA, synonymous, nonsynonymous, D-loop, intergenic and the overall average). In (C-D), highest bars were capped due to infinite ratios (no transversion).

Additional file 11: Table S1. List of the genome accession numbers of the mouse strains, species and populations.

Additional file 12: Figure S8. Between-genera, species, strains and population data comparison. Neighbor-joining phylogenetic trees of (A) 8 Mus species and (B) two Mus musculus populations. Ti/Tv ratios for segregating sites in (C) whole mt-genome and (D) regions assayed by SMITO between genera (Mus musculus and Rattus norvegicus), Mus species, Mus musculus strains, and Mus musculus populations in respective functional class. In panel D, the highest bars were capped due to being infinite (i.e. transitions only).

Additional file 13: Dataset S4. Ti/Tv ratio comparisons for genera, species, strains and population data.

Additional file 14: Dataset S5. MK-test results for population data (castaneus-vs-domesticus).

Additional file 15: Figure S9. Comparing inherited SNVs’ AF variation across the mouse, cell, and mitochondrion level. (A) The observed (the colored line) and the null (gray lines) distribution of the AF variation proportion at the mouse (left), cell (middle) and mitochondrion (right) level. (B) The mitochondrion-level (top), cell-level (bottom left) and mouse-level (bottom right) AF distribution of 9027: G > A. The color indicates the mouse identity.

Additional file 16: Figure S10. Uniform Manifold Approximation and Projection (UMAP) graph across all single-mitochondria samples. Left, UMAP embedding of the single mitochondria color-coded by the mouse. Right, UMAP embedding of the single mitochondria color-coded by the cell.

Additional file 17:Dataset S6. Cell-type comparison of VAF variance in neurons and astrocytes.

Additional file 18: Figure S11. RNAfold predicted tRNA secondary structure changes caused by 9419:C > T. (A) The secondary structure of mt-Tg with the reference allele. (B) The secondary structure of mt-Tg with the variant allele.

Additional file 19: Figure S12. Ka/Ks statistics in all SMITO SNVs. The background distribution was derived from simulated random mutations (3000 times permutation) conditioned on the overall mutational spectrum. The red dashed-line here represents the observed Ka/Ks from total SNVs.

Additional file 20: Dataset S7. Ks/Ks statistic data for astrocytes and neurons.

Additional file 21: Figure S13. IGV snapshots showing the 6430–6432 linkage on the same haplotype. (A) An example of mitochondrion carrying the linked SNVs in the same reads in Mouse10. (B) An example of mitochondrion carrying the linked SNVs in the same reads in Mouse12.

Additional file 22: Figure S14. Representative images of primary mouse neurons and astrocytes. A representative image of a (A) pyramidal, (B) bipolar and (C) unipolar neuron, shown by blue arrows and (D-F) astrocytes shown by orange arrows. Scale bars are 20 microns.

Additional file 23: Figure S15. Single mitochondrion isolation from individual neuron or astrocyte cells based on Poisson statistics. (A) Flow cytometry characterization of antibody coated microbeads. (B) Gating strategy for isolating single mitochondrion from cell lysate of individual neuron or astrocyte staining by MitoTracker Red. Red dots indicated microbeads-only control, blue dots indicate microbeads captured unstained mitochondria as negative control. (C) MitoTracker gating on microbeads incubated with mitochondria stained by MitoTracker Red as positive control. (D) Comparing the MitoTracker signal from samples in B and C. Red plot indicate microbeads captured MitoTracker stained mitochondria. The orange plot depicts microbeads-only control. Blue plot depicts microbeads captured unstained mitochondria. (E) Experimental and theoretical analysis on single mt capture based on Poisson statistics. x-axis is the ratio of input mitochondria number to input microbead number. Y-axis is the probability of microbeads that captured a mitochondrion. Error bars indicate standard deviation from *n* = 3 independent experiments.

Additional file 24: Figure S16. RCA products from single mitochondrion samples. Shown here is a representative ethidium bromide agarose gel electrophoresis with RCA products. Each well in (A) and (B) were loaded with 25-fold diluted RCA products from each mitochondrion except the control wells E5-E12 in (B). E5-6 are negative controls, E7-8 are positive controls (0.1 picogram isolated mtDNA from mouse brain used as a template), E9-10 are random primer control and E11-12 are no-template controls.

Additional file 25: Table S2. List of the sequences of the 10 barcodes (M1-10) for mitochondria multiplexing.

Additional file 26:Table S3. List of the sequences of the forward/reverse PCR primers for selected specific target regions.

Additional file 27: Table S4. Edit distances between any pair of the mitochondrial-barcodes.

Additional file 28: Figure S17. Sample size and quality assessment for each target region. The heatmap showing the number of bases with sufficient depth (≥ 50) in each mt (row) for each PCR target region (depicted as columns).

Additional file 29: Figure S18. Per-base read depth for each mt-barcode and each PCR target region. Each subfigure depicts one of the 120 combinations of mt-barcode and PCR target region, and an individual curve (and color) within a subfigure represents a single mitochondrion.

Additional file 30: Figure S19. Phred score threshold choice and its impact on read coverage. (A) Scatter plot showing the theoretical error rate (Phred score, x-axis) and the observed mismatch rate (y-axis). (B) Read coverage in target Region3 before (top) and after (bottom) Q30 filtering.

Additional file 31: Dataset S8. SNV AF table and samples support for each of the 1032 SNVs.

Additional file 32: Figure S20. STAR-BWA pipeline comparison in SNV location, depth and VAF. (A) Venn diagram showing the overlap between STAR and BWA in all SNV sites. (B) Venn diagram showing the overlap between STAR and BWA in SNV sites shared by at least three mice. (C) Scatter plot showing the depth of STAR (x-axis) and BWA (y-axis). (D) Scatter plot showing the VAF of STAR (x-axis) and BWA (y-axis).

Additional file 33: Figure S21. Boxplots of the read depth in each of the 12 PCR target regions. The average read depth (log 10) for single-mt samples [single-mtDNA ( +) primer ( +)] and positive [pooled mtDNA ( +) primer ( +)] or negative controls [mtDNA (-) RCA (-)] or other controls [mtDNA ( +) primer (-), mtDNA (-) primer ( +)] in Region 1 – 12.

Additional file 34: Dataset S9. QC statistics from pipeline preprocessing.

Additional file 35: Figure S22. Correction for Soft-clipping by STAR on 9027:G > A. The VAF difference between before and after patching the non-reference base As that were soft-clipped by STAR. (A) Before the correction. (B) After the correction.

Additional file 36: Figure S23. Mouse NUMTs Analysis on the SMITO dataset. (A) Homologous mtDNA shown as links; colors denote individual chromosomes. (B) Representative example of D5000 Agilent ScreenTape with PCR product from targeting single mt RCA product for a mt region (SNV6) and 2 independent nuclear regions (Pet-1 and Gapdh).

Additional file 37: Dataset S10. Mouse NUMTs Analysis on SMITO data

Additional file 38: Figure S24. Sequence comparison between UCSC GRCm38 (C57BL/6 J) and C57BL/6NJ from the Mouse Genomes Project in the region highlighting two differences.

Additional file 39: Figure S25. Examples of suboptimal alignments and the mutations in linkage. The green box at the top highlights the optimal alignments, while the three red boxes represent suboptimal cases.

Additional file 40: Figure S26. Comparison between the permissive and the stricter filtering. (A) Venn diagram showing the overlap of all SNV sites between the permissive and the stricter filtering. (B) Venn diagram showing the overlap of the SNV sites shared by at least 3 mitochondria between the permissive and the stricter filtering.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files and publicly available repositories. The raw sequencing reads, the metadata and the processed AF table have been deposited to GEO under the accession number GSE218122: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218122. Novel experimental reagents are available upon request. The SMITO SNV Pipeline is now citable by the DOI: 10.5281/zenodo.12210095. The Data Analysis Script is citable by the DOI: 10.5281/zenodo.12210103.

## Abbreviations

mt: Mitochondrial
SNV: Single-nucleotide variant
AF: Allele frequency
VAF: Variant allele frequency
RCA: Rolling circle amplification
SMITO: Single-mitochondria dataset
SIFT: Sorting Intolerant from Tolerant
Ti: Transitions
Tv: Transversions
MS: Mean-of-squares
Ka: Number of nonsynonymous substitutions per nonsynonymous site
Ks: Number of synonymous substitutions per synonymous site
OXPHOS: Oxidative phosphorylation
ROS: Reactive oxygen species
NGS: Next-Generation Sequencing
NUMTs: Nuclear-embedded mitochondrial DNA Sequences

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 6 — Additional file 6: Figure S4. Comparison of Cells and Mitochondria Sharing Deleterious and Tolerated Nonsynonymous SNVs. (A) Number of cells or (B) mitochondria sharing the nonsynonymous SNVs, which were categorized as “deleterious” and “tolerated” by SIFT (for high-confidence only). The p-value is from Wilcoxon’s rank-sum test.

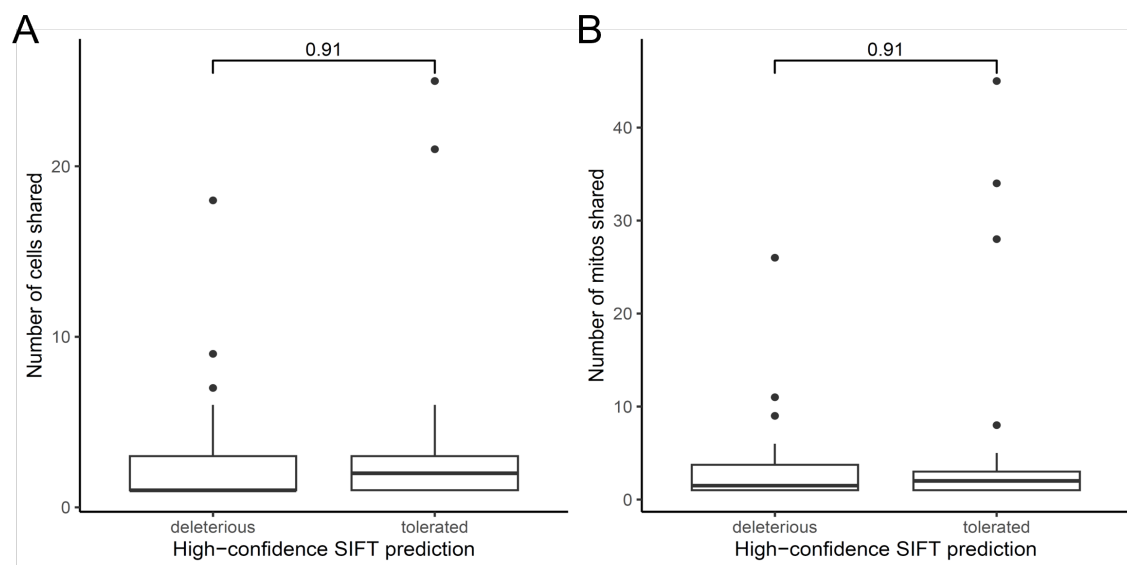

**Figure S4. Comparison of Cells and Mitochondria Sharing Deleterious and Tolerated Nonsynonymous SNVs.**

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 7 — Additional file 7: Figure S5. Illustration of the anti-codon base changes in a tRNA SNV 9423:C > T.

The Ac-loop of mt-Tg (5' -> 3')

-2-101 23

CT [TCC] AA becomes

CT [TCT] AA

**Figure S5. Illustration of the anti-codon base changes in a tRNA SNV 9423:C>T.**

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 11 — Additional file 11: Table S1. List of the genome accession numbers of the mouse strains, species and populations.

**Table S1: List of the genome accession numbers of the mouse strains (A) , species (B) and populations (C-D).**

**Table S1A**

| Strain | Accession |
| --- | --- |
| 129S1/SvImJ | GCA_001624185.1 |
| A/J | GCA_001624215.1 |
| AKR/J | GCA_001624295.1 |
| BALB/cJ | GCA_001632525.1 |
| C3H/HeJ | GCA_001632575.1 |
| C57BL/6NJ | GCA_001632555.1 |
| CAST/EiJ | GCA_001624445.1 |
| CBA/J | GCA_001624475.1 |
| DBA/2J | GCA_001624505.1 |
| FVB/NJ | GCA_001624535.1 |
| LP/J | GCA_001632615.1 |
| NOD/ShiLtJ | GCA_001624675.1 |
| NZO/HlLtJ | GCA_001624745.1 |
| PWK/PhJ | GCA_001624775.1 |
| SPRET/EiJ | GCA_001624865.1 |
| WSB/EiJ | GCA_001624835.1 |

**Table S1B**

| Species | Accession |
| --- | --- |
| Mus caroli | NC_025268.1 |
| Mus cervicolor | KJ530560.1 |
| Mus cookii | NC_025270.1 |
| Mus famulus | NC_030342.1 |
| Mus fragilicauda | NC_025287.1 |
| Mus spretus | CM004188.1 |
| Mus terricolor | NC_010650.1 |

**Table S1C**

| Population (castaneus) | Accession |
| --- | --- |
| TW3 | gi\|574587513\|gb\|KF781664.1\| |
| CAST/EiJ | gi\|1022526666\|gb\|CM004181.1\| |
| PX | gi\|574587457\|gb\|KF781660.1\| |
| TW2 | gi\|574587499\|gb\|KF781663.1\| |
| GX | gi\|574587471\|gb\|KF781661.1\| |
| WH | gi\|574587429\|gb\|KF781658.1\| |
| GZ | gi\|574587485\|gb\|KF781662.1\| |
| TW1 | gi\|574587415\|gb\|KF781657.1\| |
| KM | gi\|574587443\|gb\|KF781659.1\| |

**Table S1D**

| Population (domesticus) | Accession |
| --- | --- |
| Ker_Gui05 | gi\|422034567\|gb\|JX945978.1\| |
| Ker_PJDA0908 | gi\|422034553\|gb\|JX945977.1\| |
| Ker_PJDA0907 | gi\|422034539\|gb\|JX945976.1\| |
| Ker_PJDA0901 | gi\|422034525\|gb\|JX945975.1\| |
| Ker_PJDA03 | gi\|422034511\|gb\|JX945974.1\| |
| Ker_PJDA01 | gi\|422034497\|gb\|JX945973.1\| |
| Ker_PAF0939 | gi\|422034483\|gb\|JX945972.1\| |
| Ker_PAF0933 | gi\|422034469\|gb\|JX945971.1\| |
| Ker_Mayes46 | gi\|422034455\|gb\|JX945970.1\| |
| Ker_Mayes34 | gi\|422034441\|gb\|JX945969.1\| |
| Ker_Mayes19 | gi\|422034427\|gb\|JX945968.1\| |
| Ker_Jack0922 | gi\|422034413\|gb\|JX945967.1\| |
| Ker_Jack0912 | gi\|422034399\|gb\|JX945966.1\| |
| Ker_IB06 | gi\|422034385\|gb\|JX945965.1\| |
| Ker_Couv0903 | gi\|422034371\|gb\|JX945964.1\| |
| LE_4221 | gi\|482677759\|gb\|KC663618.1\| |
| Crl:CD1(ICR) | gi\|482677815\|gb\|KC663622.1\| |
| Ker_Jack0902 | gi\|422034581\|gb\|JX945979.1\| |
| BG_4235 | gi\|482677773\|gb\|KC663619.1\| |
| HB_4242 | gi\|482677787\|gb\|KC663620.1\| |

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 16 — Additional file 16: Figure S10. Uniform Manifold Approximation and Projection (UMAP) graph across all single-mitochondria samples. Left, UMAP embedding of the single mitochondria color-coded by the mouse. Right, UMAP embedding of the single mitochondria color-coded by the cell.

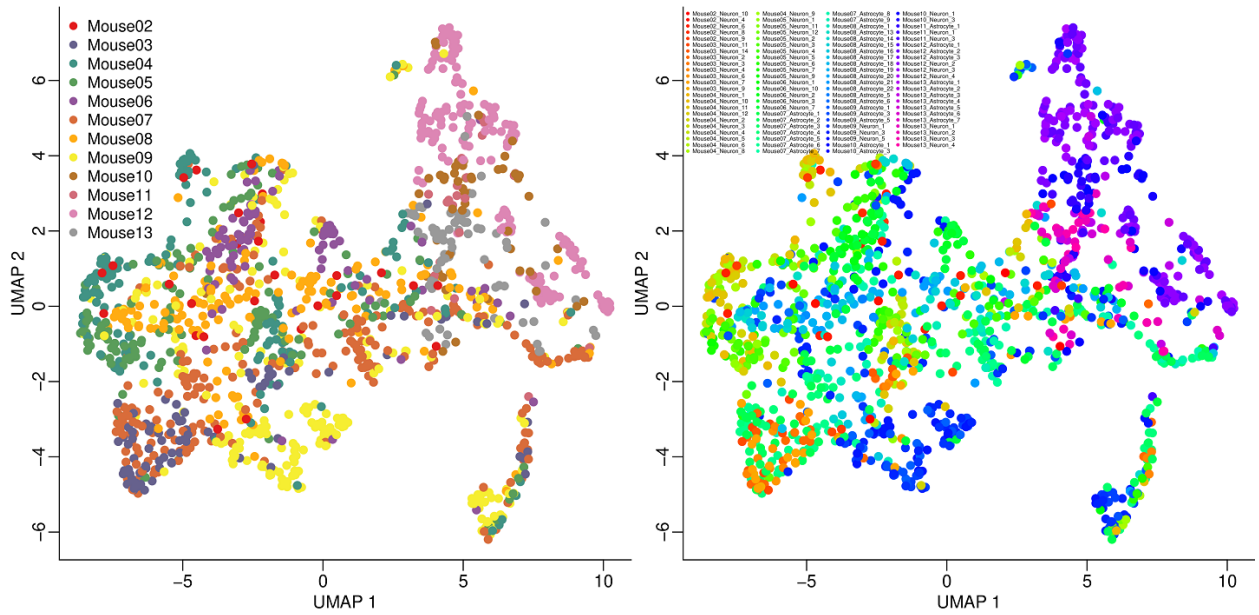

**Figure S10. Uniform Manifold Approximation and Projection (UMAP) graph across all single-mitochondria samples.**

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 23 — Additional file 23: Figure S15. Single mitochondrion isolation from individual neuron or astrocyte cells based on Poisson statistics. (A) Flow cytometry characterization of antibody coated microbeads. (B) Gating strategy for isolating single mitochondrion from cell lysate of individual neuron or astrocyte staining by MitoTracker Red. Red dots indicated microbeads-only control, blue dots indicate microbeads captured unstained mitochondria as negative control. (C) MitoTracker gating on microbeads incubated with mitochondria stained by MitoTracker Red as positive control. (D) Comparing the MitoTracker signal from samples in B and C. Red plot indicate microbeads captured MitoTracker stained mitochondria. The orange plot depicts microbeads-only control. Blue plot depicts microbeads captured unstained mitochondria. (E) Experimental and theoretical analysis on single mt capture based on Poisson statistics. x-axis is the ratio of input mitochondria number to input microbead number. Y-axis is the probability of microbeads that captured a mitochondrion. Error bars indicate standard deviation from n = 3 independent experiments.

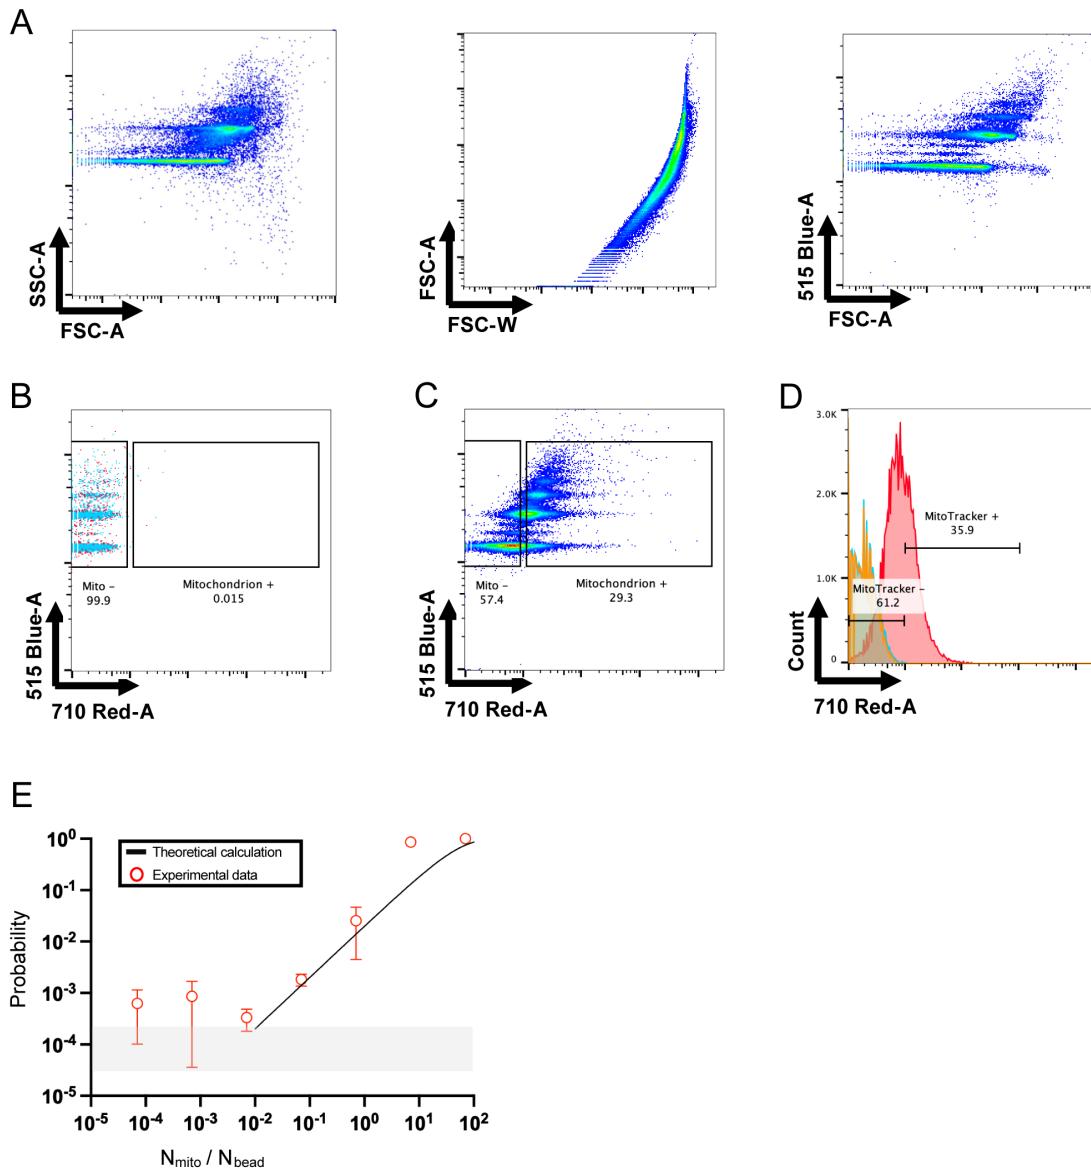

**Figure S15. Single mitochondrion isolation from individual neuron or astrocyte cells based on Poisson statistics.**

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 25 — Additional file 25: Table S2. List of the sequences of the 10 barcodes (M1-10) for mitochondria multiplexing.

**Table S2**. **List of the sequences of the 10 barcodes (M1-10) for mitochondria multiplexing.**

| ID | Spacer | Barcode | Full sequence |
| --- | --- | --- | --- |
| M1 | CGATT | ATCACG | CGATTATCACG |
| M2 | CGTAT | CGATGT | CGTATCGATGT |
| M3 | GCTAA | TTAGGC | GCTAATTAGGC |
| M4 | GCTTA | TGACCA | GCTTATGACCA |
| M5 | CGATT | ACAGTG | CGATTACAGTG |
| M6 | CGTAT | GCCAAT | CGTATGCCAAT |
| M7 | CGTAT | CAGATC | CGTATCAGATC |
| M8 | CGTAT | GATCAG | CGTATGATCAG |
| M9 | CGTAT | AGTCAA | CGTATAGTCAA |
| M10 | CGTAT | ACTGAT | CGTATACTGAT |

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 26 — Additional file 26:Table S3. List of the sequences of the forward/reverse PCR primers for selected specific target regions.

**Table S3.** List of the sequences of the forward/reverse PCR primers for selected specific target regions.

| Target region | SNV position | Gene | Forward primer sequence 5’ to 3’ | Reverse primer sequence 5’ to 3’ |
| --- | --- | --- | --- | --- |
| 1 | 9461 | mt-Nd3 | CTGACTTTTCCTATACGTCTCCA | GGGGGAGTCAGAATGCAACTA |
| 2 | 12913 | mt-Nd5 | CATAGCCTGGCAGACGAACA | ATTAGTAGGGCTCAGGCGTTG |
| 3 | 9027 | mt-Co3 | TGCAGGATTCTTCTGAGCGT | GGGCTTGATTTATGTGGTTTCGT |
| 4 | 6543 | mt-Co1 | CATCCCTTGACATCGTGCTTC | AATATGATGGCGAAGTGGGCT |
| 5 | 3816 | mt-Tq | AGAGGTTCAAGCCCTCTTATTT | CAACGTTTTCGGGGTATGGG |
| 6 | 13776 | mt-Nd6 | ACCAATCTCCCAAACCATCAAG | GGGGGATGTTGGTTGTGTTT |
| 7 | 3079 | mt-Nd1 | GCACCTACCCTATCACTCACAC | CGGCTCGTAAAGCTCCGAA |
| 8 | 16029 | D-Loop | GTCCGCAAAACCCAATCACC | TGATCAGGACATAGGGTTTGATAGT |
| 9 | 7612 | mt-Co2 | AGGCCGACTAAATCAAGCAA | AGGTTAACGCTCTTAGCTTC |
| 10 | 2651 | mt-Rnr2 | ACCTTACAAATAAGCGCTCTCAAC | TAGAATGGGGACGAGGAGTGT |
| 11 | 15191 | mt-Cytb | AATTGGGGGCCAACCAGTAG | TTCAGGTTTACAAGACCAGAGT |
| 12 | 1317 | mt-Rnr2 | ATAGAACTAGTACCGCAAGGGA | GTAGCTCGTTTGGTTTCGGG |

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 27 — Additional file 27: Table S4. Edit distances between any pair of the mitochondrial-barcodes.

**Table S4. Edit distances between any pair of the mitochondrial-barcodes.**

| Levenshtein | M1 | M2 | M3 | M4 | M5 | M6 | M7 | M8 | M9 | M10 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| M1 | 0 | 5 | 6 | 5 | 3 | 6 | 6 | 3 | 5 | 6 |
| M2 | 5 | 0 | 7 | 6 | 6 | 4 | 3 | 4 | 5 | 4 |
| M3 | 6 | 7 | 0 | 5 | 7 | 9 | 6 | 7 | 7 | 7 |
| M4 | 5 | 6 | 5 | 0 | 7 | 5 | 6 | 4 | 5 | 6 |
| M5 | 3 | 6 | 7 | 7 | 0 | 5 | 5 | 5 | 6 | 5 |
| M6 | 6 | 4 | 9 | 5 | 5 | 0 | 4 | 4 | 3 | 3 |
| M7 | 6 | 3 | 6 | 6 | 5 | 4 | 0 | 4 | 4 | 3 |
| M8 | 3 | 4 | 7 | 4 | 5 | 4 | 4 | 0 | 3 | 4 |
| M9 | 5 | 5 | 7 | 5 | 6 | 3 | 4 | 3 | 0 | 3 |
| M10 | 6 | 4 | 7 | 6 | 5 | 3 | 3 | 4 | 3 | 0 |

# Supplementary material for: Single-mitochondrion sequencing uncovers distinct mutational patterns and heteroplasmy landscape in mouse astrocytes and neurons
**Source:** BMC Biol. 2024 Jul 29;22:162. doi: 10.1186/s12915-024-01953-7
**Supplement:** Supplementary file 38 — Additional file 38: Figure S24. Sequence comparison between UCSC GRCm38 (C57BL/6 J) and C57BL/6NJ from the Mouse Genomes Project in the region highlighting two differences.

|                    |                                                                                                                                         |                |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------|----------------|
| chrM<br>CM004277.1 | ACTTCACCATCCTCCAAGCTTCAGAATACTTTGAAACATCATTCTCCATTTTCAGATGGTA<br>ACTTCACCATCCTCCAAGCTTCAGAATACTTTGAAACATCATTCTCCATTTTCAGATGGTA<br>***** | 9180<br>9180   |
| chrM<br>CM004277.1 | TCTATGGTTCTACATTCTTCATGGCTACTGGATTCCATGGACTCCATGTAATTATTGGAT<br>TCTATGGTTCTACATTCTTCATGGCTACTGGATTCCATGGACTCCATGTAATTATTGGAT<br>*****   | 9240<br>9240   |
| chrM<br>CM004277.1 | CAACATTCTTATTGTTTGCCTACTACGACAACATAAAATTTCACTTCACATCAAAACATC<br>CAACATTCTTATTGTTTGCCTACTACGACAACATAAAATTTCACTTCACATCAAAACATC<br>*****   | 9300<br>9300   |
| chrM<br>CM004277.1 | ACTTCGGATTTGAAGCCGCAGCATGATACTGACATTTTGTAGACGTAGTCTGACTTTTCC<br>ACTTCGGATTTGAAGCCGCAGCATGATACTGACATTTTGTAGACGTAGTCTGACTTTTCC<br>*****   | 9360<br>9360   |
| chrM<br>CM004277.1 | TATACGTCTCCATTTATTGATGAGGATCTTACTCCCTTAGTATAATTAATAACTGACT<br>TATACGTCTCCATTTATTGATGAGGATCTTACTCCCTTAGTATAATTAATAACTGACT<br>*****       | 9420<br>9420   |
| chrM<br>CM004277.1 | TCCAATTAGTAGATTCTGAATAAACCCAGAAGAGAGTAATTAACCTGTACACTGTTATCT<br>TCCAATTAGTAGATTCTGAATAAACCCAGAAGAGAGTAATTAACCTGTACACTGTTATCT<br>*****   | 9480<br>9480   |
| chrM<br>CM004277.1 | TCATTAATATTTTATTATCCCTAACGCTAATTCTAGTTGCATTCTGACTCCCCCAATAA<br>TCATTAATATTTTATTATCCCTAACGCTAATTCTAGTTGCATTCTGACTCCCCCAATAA<br>*****     | 9540<br>9540   |
| chrM<br>CM004277.1 | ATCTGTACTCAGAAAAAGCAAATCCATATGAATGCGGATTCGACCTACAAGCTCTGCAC<br>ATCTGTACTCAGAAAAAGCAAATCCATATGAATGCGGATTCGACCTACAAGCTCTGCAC<br>*****     | 9600<br>9600   |
| chrM<br>CM004277.1 | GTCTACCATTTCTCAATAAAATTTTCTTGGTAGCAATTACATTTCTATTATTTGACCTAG<br>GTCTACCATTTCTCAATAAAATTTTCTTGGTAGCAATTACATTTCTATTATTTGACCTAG<br>*****   | 9660<br>9660   |
| chrM<br>CM004277.1 | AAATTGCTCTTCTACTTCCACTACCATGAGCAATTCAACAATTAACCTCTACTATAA<br>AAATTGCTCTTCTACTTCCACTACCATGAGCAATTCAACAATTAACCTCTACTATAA<br>*****         | 9720<br>9720   |
| chrM<br>CM004277.1 | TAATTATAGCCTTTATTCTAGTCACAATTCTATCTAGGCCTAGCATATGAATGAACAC<br>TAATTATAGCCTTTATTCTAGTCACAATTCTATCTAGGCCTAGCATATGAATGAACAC<br>*****       | 9780<br>9780   |
| chrM<br>CM004277.1 | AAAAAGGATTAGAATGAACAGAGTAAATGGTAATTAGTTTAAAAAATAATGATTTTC<br>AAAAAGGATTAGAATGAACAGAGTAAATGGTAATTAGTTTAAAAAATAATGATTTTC<br>*****         | 9839<br>9840   |
| chrM<br>CM004277.1 | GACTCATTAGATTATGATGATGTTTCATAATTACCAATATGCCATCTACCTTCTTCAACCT<br>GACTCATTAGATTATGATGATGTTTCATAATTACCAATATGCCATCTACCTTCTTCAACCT<br>***** | 9899<br>9900   |
| chrM<br>CM004277.1 | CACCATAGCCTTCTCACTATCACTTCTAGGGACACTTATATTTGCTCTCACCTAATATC<br>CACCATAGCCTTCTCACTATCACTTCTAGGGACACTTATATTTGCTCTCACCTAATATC<br>*****     | 9959<br>9960   |
| chrM<br>CM004277.1 | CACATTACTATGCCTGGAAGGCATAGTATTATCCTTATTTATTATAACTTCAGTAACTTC<br>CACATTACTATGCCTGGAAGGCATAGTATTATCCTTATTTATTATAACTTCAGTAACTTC<br>*****   | 10019<br>10020 |
| chrM<br>CM004277.1 | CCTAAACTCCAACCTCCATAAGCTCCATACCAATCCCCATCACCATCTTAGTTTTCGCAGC<br>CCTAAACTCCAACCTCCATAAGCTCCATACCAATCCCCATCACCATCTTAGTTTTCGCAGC<br>***** | 10079<br>10080 |

**Figure S24. Sequence comparison between UCSC GRCh38 (C57BL/6J) and C57BL/6NJ from the Mouse Genomes Project in the region highlighting two differences.**

How the deposited data were processed for this re-analysis (not part of the article)

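The authors cultured cortical cells of C57BL/6 pups, picked single neurons and astrocytes by morphology, sorted their mitochondria one by one and amplified 12 target regions of the mitochondrial genome by rolling circle amplification and PCR with barcodes M1 to M10. They trimmed the reads with cutadapt, aligned them with STAR v2.7.2d to the mitochondrial genome of mm10 and counted bases with samtools v1.13, with a Phred score of at least 30 and a depth of at least 50. They left out primer bases and SNVs on which STAR and BWA differed, and corrected 9027:G>A by hand for soft clipping.

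The values used here are the variant allele fractions (VAF) that the authors deposited, in percent, for 161 inherited SNVs (3 or more mice) and 632 somatic SNVs (1 mouse) in 1717 wells. The 72 control wells were set apart, which leaves 1645 mitochondria of 102 cells and 13 mice. An empty entry was read as depth below the authors' minimum. This was tested against the read depths: of 47528 entries under the minimum at all bases none had a value, and of 65949 in regions with enough depth 65856 had one. The depth table was held only in part, with 1999 rows. Over all wells and SNVs, 56.73% of the entries have a value, while 12 mitochondria and 3 control wells without mtDNA have none. VAFs under 5% are kept in the tables, and an SNV counted as present from 5% on. The reference bases of all 1032 SNV names in the paper's list match the mitochondrial sequence used here. The 239 SNVs of exactly 2 mice are in neither table.

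Comparisons of cell types and the mean squares left out Mouse16&17, a pooled culture of pups, as the paper did, which leaves 12 mice, 91 cells and 1477 mitochondria. SNV counts were compared in a mixed model of the log count with the log number of positions with a value and a random effect of the mouse, and p came from 1000 permutations of the labels over mitochondria. Incidence used a logistic mixed model with a random effect of the mouse and a Wald p, for SNVs with at least 3 carriers. Mean squares were split by mouse, cell and mitochondrion after an arcsine square root transformation and compared with 100 shufflings. Other permutation tests used up to 100000 permutations. Linkage used a one-tailed Fisher's exact test with the allele of at least 50% VAF, at least 10 mitochondria, a minor allele in at least 5% of them and an adjusted p under 0.1, and within cells at least 20 mitochondria. Adjusted p are by Benjamini and Hochberg, and other adjusted thresholds are 0.05. A small constant was added to each count for 3 kinds of odds ratio, which therefore differ from those of the counts alone. These are the shares of SNVs by gene, Ti/Tv of inherited against somatic SNVs, and the overlap with strain sites. Alternatives differed by result and concerned, where they applied, the VAF threshold, the mice, libraries and barcodes included, the model and the definitions of the classes. Each mouse was left out in turn only for 4 cell type results, the SNV count, 9419:C>T, and the incidence and variance of 9027:G>A.

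The methods were tested on simulated data. The incidence model recovered 100% of 30 SNVs with an effect and called 10% of 90 without one at p under 0.05. The simulated SNVs had more carriers than most SNVs fitted here, so this does not show the power for SNVs with few carriers. A simulated count effect of -0.3 was estimated as -0.297. The linkage test called 100% of 80 linked pairs and 0.188% of 3720 unlinked ones. The mean squares differed by at most 4.57% from those expected over 200 simulated SNVs.

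The software was Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and ViennaRNA 2.7.2, and R 4.3.3 with lme4 1.1.37. SNVs are named where the paper's text, tables or main figures name them and the tables hold them. For a test across SNVs, at most the 5 with the smallest p past the threshold are added, and for the variance levels the 3 highest and 3 lowest mouse shares.

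The Ka/Ks analysis, the stricter read set used by the authors for linkage and the SNVs of 2 mice are not analysed here. The same holds for the UMAP projection, the Ti/Tv of strains and genera and the McDonald-Kreitman test. Supplementary tables that were cut short on the way were used for single values only.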

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

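The tests of explanations in this part were chosen only after the results they concern had been seen, and no outlier was found in the 15 groups of samples tested.

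The higher variance of 9027:G>A between astrocyte mitochondria than between neuron mitochondria differed between the mice that gave 1 cell type and those that gave both. The ratio of the astrocyte to the neuron mean square was 3.20 in the first group (57 cells) and 1.17 in the second (28 cells), and the ratio of these ratios was 2.73 (permutation of the groups over cells within each cell type, p = 0.0395). The neuron mean square was 0.0397 in the first group and 0.104 in the second, while the astrocyte mean square was 0.127 and 0.122. Within the second group, the neurons of Mouse12 had variances from 0.154 to 0.205, and the other neurons from 0.0129 to 0.152. The neuron value of this group thus leans on Mouse12. Permuting single cells takes no account of such differences between mice. In the first group, neurons came from Mouse02 to Mouse06 and astrocytes from Mouse07 and Mouse08, all after 3 days in culture, so cell type and mouse cannot be told apart there. In the second group both types came from the same mice after 7 days. A difference between mice and days in culture predicts a ratio near 1 within mice, and the value of 1.17 (permutation p = 0.637) is what it needs, so this may account for the overall ratio. Days in culture alone cannot give the ratio of 3.20, since all cells of the first group had 3 days. With 15 astrocytes and 13 neurons in the second group, a smaller difference between the cell types is not excluded. The barcodes M6 and M8, which had lower VAFs at this site, are argued against as the whole cause by the ratio of 2.19 over all 12 mice without them (permutation p = 0.034). A difference between neurons and astrocytes that exists at 3 days in culture and is lost by 7 days remains open and was not tested, since no mouse gave both cell types at 3 days.

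16105:T>G, which the paper assigns to the inherited SNVs, was present in all 16 wells of pooled mtDNA with primers that had a value, with a mean VAF of 40.8%, whereas it was present in 2 of the 6 wells without mtDNA that had a value, with a mean VAF of 5.42% (two-sided Fisher's exact test, p = 0.0021). The paper uses the pooled wells for read depth only and does not report variants in them. The signal was higher than in single mitochondria, where the mean VAF was 24.9% over 225 mitochondria. It is part of a group of 26 inherited D-loop SNVs at or shortly before 16140, whose mean VAFs in pooled wells with primers and in single mitochondria had a rank correlation of 0.812 across SNVs (p = 4.8e-07). Most of the 26 had a higher mean VAF in these pooled wells than in single mitochondria. Several had a lower one. The largest such difference was for an A>G change, present in 45.6% of 386 mitochondria (mean VAF 7.10%) and in none of 17 pooled wells with primers (mean VAF 0.546%), which allows a share of up to 17.6%, but in 4 of 7 pooled wells without primers (mean VAF 10.5%) and in 4 of 10 wells without mtDNA. Errors at fixed positions of the amplicon could give the same VAFs in every kind of sample, and so could variants present in the brain mtDNA of most mice, so these explanations cannot be told apart by the rank correlation. Neither was tested for the A>G change by itself. Permuting barcodes within cells gave p-values between 0.14 and 0.96 for the 5 of these SNVs with the highest mean VAF, so no barcode effect was detected for them. Their means by barcode still spread widely, from 20.65% to 57.42% for 16105:T>G and from 17.83% to 35.47% for 16110:T>G. An effect of the barcode like that at 9027 is therefore not excluded for them. Mouse means of 16105:T>G ran from 10.2% in Mouse12 to 63.8% in Mouse03, which differ in experiment and days in culture as well. No test separated the amplicon from the mtDNA itself, because no other amplicon covers these positions.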

How the results depend on the processing

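The alternatives were set before the data were examined, apart from 13 that were chosen after seeing the data and are named as such. Of the 175 set beforehand, 130 kept the direction and the side of the threshold, 25 kept the direction but no longer passed, 8 kept the direction and newly passed, 6 changed direction and 6 moved a count by more than 1.5 times. Of the 13 added ones, 6 kept both, 1 no longer passed, 1 changed direction and 5 moved a count. Among these, 30 alternatives concern single genes or classes of site, of which 18 kept both, 7 no longer passed and 5 changed direction. Unless a reason is given, the cause was not tested. Of the 12 mice in the cell type comparisons, 7 gave 1 cell type, so comparisons within mice rest on the other 5.

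The correlation of SNVs per cell with mitochondria stayed between 0.654 and 0.773 over 4 alternatives, and the relation of VAF to the number of mice between 0.191 and 0.687 over 3, all with p = 1e-05, the smallest that permutations can give. The difference between SIFT classes was 0.0170 in the log number of mitochondria without low-confidence predictions and 0.0802 in the log number of cells. The mouse to cell ratio stayed between 1.59 and 2.99 over 8 alternatives and the cell to mitochondrion ratio between 1.21 and 1.41 over 7, above every shuffled value in each. The ratio of nonsynonymous to synonymous ratios stayed between 1.02 and 1.51 over 5 alternatives, with p of 0.42 or more, and the highest was at a VAF of at least 10%, where permuted labels gave a higher geometric mean, 1.82. Labels changed only in mice that gave both cell types, so these p-values say little about the other mice. The number of SNVs with a cell type difference at p under 0.05 was 2 in each of 3 alternatives, and 0 with adjustment. At a VAF of at least 10% these are other SNVs, since 9027:G>A had p = 0.38 there and 9419:C>T gave no value.

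At a VAF of at least 10%, the F for the mouse effect on the SNV count was 1.71 (p = 0.080), the lowest of 6 alternatives, which ran up to 6.29. With inherited SNVs of at least 5 mice, 1 gene differed between inherited and somatic SNVs in place of 2, and with somatic SNVs of at least 2 mitochondria also 1; both settings leave fewer SNVs to test. Under the second, the D-loop (odds ratio 2.56, adjusted p = 0.18, with a range of 2.3e-10 to 0.18) and mt-Co2 (0.263, adjusted p = 0.31, with a range of 0.0094 to 0.31) no longer passed, and the odds ratio of mt-Rnr2 turned to 1.23 (adjusted p = 0.84, with a range of 0.32 to 0.84 over 3 alternatives). The inherited rate in coding against non-coding bases had an odds ratio of 0.705 (p = 0.080) without the D-loop, which itself holds many inherited SNVs. For somatic SNVs, the bases from the forward primer to the last site read, chosen after seeing the data, gave 0.929 (p = 0.54).

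The number of classes of site in which Ti/Tv differed between inherited and somatic SNVs fell from 4 to 2 with inherited SNVs of at least 5 mice and to 1 with somatic SNVs of at least 2 mitochondria. In coding regions the odds ratio, above 1 otherwise, was 0.546 and 0.789 under these settings, and in non-coding regions 0.246 (p = 0.0011) and 0.730. The first setting leaves 20 inherited sites in coding regions.

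The neuron effect on the SNV count ran from -0.0810 to -0.0105 over 14 alternatives. It passed the threshold at a VAF of at least 10% (-0.0582, p = 0.015), without the covariate (-0.0810, p = 0.0240) and for inherited SNVs alone (-0.0548, p = 0.046). Over the 12 fits that each left out 1 mouse it ran from -0.0663 to 0.0039. The direction changed without Mouse09 (0.0039, p = 0.88), and the effect passed the threshold without Mouse08 (-0.0555, p = 0.046), Mouse10 (-0.0593, p = 0.027), Mouse11 (-0.0663, p = 0.015), Mouse12 (-0.0579, p = 0.039) or Mouse13 (-0.0619, p = 0.020).

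For 9419:C>T, permuting the cell type over cells within mice gave p = 0.0519, beside the log odds ratio of -2.24 from the model. Over the 11 fits that each left out 1 mouse the log odds ratio ran from -2.38 to -1.95, and p passed 0.05 without Mouse04 (-1.99, p = 0.061), Mouse09 (-1.95, p = 0.072) or Mouse11 (-2.09, p = 0.0506). There were 9 carriers, and 4 settings gave no value. Neuron carriers were lacking in the mice with both cell types and in the fit without Mouse05. At a VAF of at least 10% and of at least 20%, carriers of both cell types were too few. The highest VAF was 11.8% in astrocytes and 5.32% in neurons.

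For 9027:G>A, the log odds ratio was 0.337 (p = 0.38) at a VAF of at least 10%, 0.308 (p = 0.34) at a VAF of at least 20% and 0.593 (p = 0.226) in the mice with both cell types, and the permutation within mice gave p = 0.232, beside the value of 1.00 from the model. Over the 12 fits that each left out 1 mouse it ran from 0.751 to 1.67, and p passed 0.05 without Mouse03 (0.911), Mouse04 (0.933), Mouse05 (0.934), Mouse06 (0.917), Mouse07 (0.917) or Mouse13 (0.751). The ratio of its variances was 1.17 (p = 0.637) in the mice with both cell types, ran from 1.69 to 2.63 over the fits that each left out 1 mouse, and had p = 0.059 without Mouse07 (1.69).

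The odds ratio of 9027 and 9461 stayed at 2.35 or more in 7 of 8 alternatives. It was 0.958 (p = 0.62) with the reference allele at 5% or more, stratified by cell, an alternative chosen after seeing the data. The number of linked pairs of sites was 51 in place of 1 with presence at a VAF of at least 5%, which tests 171 pairs in place of 6. With the rarer allele at 5% or more, chosen after seeing the data, it was 59 of 210, and it was 36, 27 and 58 when stratified by mouse, by cell and by barcode. Within cells it was 0 in place of 1 with presence at a VAF of at least 5% (34 of 2524 tests had p under 0.05), and 0 with the rarer allele (43 of 3093). A minor allele of at least 10% left no pair to test. For 9027 and 9461, the exact test stratified by barcode and mouse together gave p = 2.5e-04 but no odds ratio.

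Depth limits these results in several ways. Wells with barcodes M5, M6, M8 and M9 had the fewest reads and a value at a median of 248, 249, 248 and 170.5 of the 793 SNVs. In the D-loop, 16099 has values in 178 mitochondria, the fewest of its sites, and 16030 in 606.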

Differences from the paper's values

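For the effect of the mouse on the SNV count the paper gives a far smaller p than the 0.00526 found here with the cell as the unit. None of the alternatives set before the data were examined closed the gap, and the lowest p was 1e-05, the smallest that permutations can give, with mitochondria as units and with the residual on covered positions.

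The paper's lowest somatic variant rate of a gene or region is 0.16 per base, and the value here was 0.0500 in mt-Tt. The paper's lowest inherited rate is 0.02, and the value here was 0, in mt-Tt, mt-Ti and between genes. No alternative set before the data were examined applies to these rates. They divide by all target bases between the primers, some of which lie beyond the reads. For mt-Nd6 these are 147 bases, more than the paper counts. How far the denominator lowers the somatic rate in mt-Tt was not tested.

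The paper's p for coding against non-coding rates of inherited SNVs is 0.028, and the value here was 8.82e-04. It was 0.0025 with inherited SNVs of at least 5 mice, 0.0011 with all target bases, 0.080 without the D-loop and 6.2e-04 without the NUMT variants, so none of the alternatives set before the data were examined closed the gap. For somatic SNVs the paper states no difference, and here p was 0.0088. With the bases from the forward primer to the last site read, which was chosen after seeing the values, p was 0.54 for somatic and 0.0131 for inherited SNVs.

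The paper's combined p for Ti/Tv in coding against non-coding regions is 0.015, and the value here was 0.281. The 3 alternatives set before the data were examined gave 0.495, 0.160 and 0.372, and none closed the gap.

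The paper's p for the cell type effect on the SNV count is 0.024, and the value here was 0.0619. Of the alternatives set before the data were examined, leaving out the covariate (p = 0.0240) and leaving out Mouse10 (p = 0.0270) or Mouse13 (p = 0.0200) came within 1.5 times the paper's value, and the other 22 did not.

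The paper reports 9 linked pairs of sites, and 1 pair was linked here. None of the alternatives set before the data were examined closed the gap: presence at a VAF of at least 5% gave 51 pairs, a minor allele of at least 10% left none to test, and the others gave 1. The pair found here, 16105 and 16110, is not among those the paper lists. With presence at a VAF of at least 5%, 6430 and 6432 and 10 pairs of the paper's D-loop sites were linked. The scan linked 9027 with 9461 only with the rarer allele at 5% or more, which was chosen after seeing the values. For that pair alone p was 3.57e-05, below the paper's by more than 1.5 times, and with presence at a VAF of at least 5%, set before the data were examined, it was 1.04e-04, within 1.5 times the paper's value. The remaining alternatives for the pair did not come as close.

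The paper states that 6430 and 6432 are linked within cells of Mouse12 and Mouse16&17. Here an exact test of this pair over 26 cells together, stratified by cell and chosen after seeing the values, gave p = 3.3e-40 with presence at a VAF of at least 5%. In single cells no pair was linked at that threshold (34 of 2524 tests had p under 0.05), and with the major allele only 9027 and 9461 in 1 astrocyte of Mouse09 were. In listing the SNVs with the highest mouse level variation, the paper gives the base changes of 6430 and 6432 the other way round from the tables, which hold 6430:A>C and 6432:G>C.

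The paper describes a stronger overlap with mouse strain sites as SNVs are shared by more mice. Here 12.2% of the sites of SNVs of 1 mouse were strain sites, more than the 9.21% for SNVs of at least 3 mice. The share was 13.04% for at least 5 mice and 17.65% for at least 10, which rises as the paper describes. It also describes a monotonic rise of the mean AF, above all past 9 mice. Here the mean fell from 3.60% for SNVs of 8 mice to 2.03% for 9 and 1.07% for 10, and rose from there on. In the paper mt-Nd6 follows the D-loop in the number of transversions, which holds here for inherited SNVs. Over both classes of SNVs here, mt-Rnr2 had 0 inherited and 34 somatic transversions, and mt-Nd6 had 8 and 24.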

Other observations

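Tests on the control wells, on the spread of barcodes at 9027, on sequencing experiments and on random cell type labels were chosen before their results were seen, and the tests on 6430:A>C and 6432:G>C, on shuffled mitochondria and on a nuclear copy were chosen only after the results they concern had been seen.

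SNVs were present in 27 of the 37 control wells without mtDNA. If reads were carried over from the other wells of the same library, a somatic SNV found in a single mitochondrion should appear at a low VAF in the wells that shared its library. For 29 such SNVs with a mean VAF of 35.5% in their own well, the mean VAF was 0.187% in the other wells of the same library and 0.0562% in other libraries (permutation by random sign flips over SNVs, p = 1.3e-04). For the 21 of them whose cell was also sequenced in another library, it was 0.163% in the same library and 0.0521% in the other library of the cell (p = 0.014). The SNV profiles of 18 control wells were also closer to the mitochondria of their own library than to most others: a mean of 14.7% of libraries were closer (p = 1e-05, the smallest that 100000 draws of random ranks can give), and 22.1% when only libraries of the same mouse were compared (p = 6e-05). Both comparisons go the way that carry-over within libraries predicts. They cannot show how high its level is. The SNVs were chosen as present in a single mitochondrion, so all other mitochondria were under the threshold of 5% by selection. The highest single VAF in another well of a library was not far below it. In wells with few reads of their own, such as those without mtDNA, carried-over reads could pass that threshold. Contamination of the wells before barcoding was not tested, and no biological explanation was tested.

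The VAF of 9027:G>A was lower with barcodes M6 and M8, which were singled out by their means over all mitochondria before the comparison within cells. An uneven spread of the barcodes over mice and cells is argued against as the cause, since the mean difference was 33.9 percentage points within cells, close to the 35.9 points over all mitochondria. A technical effect of the barcode predicts a lower VAF in nearly every cell and mouse, and M6 and M8 were lower in 78 of 81 cells and in 12 of 12 mice. In pooled mtDNA wells they were low too, but so were M5 (12.8%, 1 well) and M7 (50.4%, 5 wells, from 4.17% to 96.5%). In single mitochondria M5 had the lowest mean after M6 and M8 (77.5%) and M7 was not low (93.9%), so the pooled wells do not single out M6 and M8. The site is base 140 of its region, near the end of the reads, where the authors compensated for clipped bases. A barcode effect on that compensation may be the source, but the reads themselves were not analysed here. The size of the difference varied among mice, from 8.26 points in Mouse03 (6 cells) to 69.9 points in Mouse12 (6 cells). With values centred on the barcode mean, the mouse level held 97.7% of the summed mean squares of 9027:G>A, compared with 96.6% before. No biological explanation was tested, since the design assigns barcodes without regard to the samples.

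6430:A>C and 6432:G>C were frequent in Mouse10, Mouse11, Mouse12 and Mouse16&17. A sequencing batch predicts that mice sequenced in several experiments carry the SNVs in one and not in the other. Among 6 of the other mice, 4 carriers of 6430:A>C were found among 16 mitochondria of experiment 799, compared with 8 among 537 mitochondria of their other experiments. A technical effect of the barcode predicts carriers with some barcodes and not with others in the same cells, and a permutation of all 10 barcodes within cells gave p = 5.0e-04, the smallest these permutations can give. Both values are in line with a technical source for at least part of the signal, which lies at the bases 1 and 3 after the forward primer of region 4. They do not exclude that the 4 mice also carry the variants, because they shared no experiment but 799 with the other mice. Mouse16&17 had carriers of 6430:A>C in both of its experiments, 37 of 73 mitochondria in experiment 777 and 3 of 7 in experiment 799. Other mice had carriers in experiment 799 too, so these counts cannot decide between mouse and experiment. In control wells without mtDNA that had a value, 6430:A>C was present in 4 of 11 with primers and 1 of 8 without. With pooled mtDNA it was present in 0 of 19 wells with primers and 1 of 8 without. Reads carried over within libraries could also reach wells without mtDNA, so these wells do not decide the source. Inheritance in the 4 mice stays open and was not tested.

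The VAF of inherited SNVs differed more between mice than between cells, and more between cells than between mitochondria. Random grouping is argued against for both, since 1 of 101 groupings, the real one, gave a mouse to cell ratio as large, and 1 of 101 a cell to mitochondrion ratio as large. A difference between sequencing experiments is harder to judge. Pairs of mice sequenced in the same experiment had a mouse to cell ratio of 1.54 times its shuffled value (6 pairs, from 0.905 to 2.61), and pairs from different experiments 2.63 times (110 pairs), but days in culture differed in 60 of the latter and in none of the former. Among pairs with 3 days in culture for both mice, a split chosen after seeing the data, the values were 1.72 (5 pairs) and 1.86 (36 pairs), and parts of the same mouse sequenced in different experiments, also at 3 days, had 1.21 (4 pairs). With 7 days for both mice of a pair, they were 0.905 (1 pair) and 3.12 (14 pairs). Within the experiments 730, 732, 733 and 771, the shufflings of cells over the mice of the experiment with a ratio as large numbered 0, 13, 59 and 22 of 100. The pairs thus leave open whether the experiment contributes to the mouse level. For Mouse03, Mouse09, Mouse12 and Mouse13, which shared no experiment but 799 with another mouse, it cannot be told apart from the mouse. A biological difference between the litters or animals stays open as well.

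In 5 mitochondria the reference base was the major allele at both 9027 and 9461. Reads of a nuclear copy of the mitochondrial genome were considered as a source. The nuclear copy found by an exact match of the bases before both sites, on chromosome 1, holds the reference base at 9027 and the variant base of 9461:T>C, so reads from it should leave 9461:T>C high. Its median VAF in these 5 mitochondria was 0.741%, which argues against this source. Of the 5, 3 had barcode M6, 1 had M5 and 1 had M1. Mitochondria with the reference haplotype, and mtDNA from another source such as reagents or other cultures, stay open and were not tested.

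Among the 135 inherited SNVs fitted for a difference in presence between neurons and astrocytes, 2 had p under 0.05 and none an adjusted p under 0.05. A part of these fits had standard errors too large for the Wald test to show a difference. The cell type was permuted over cells within mice 100 times, which changes labels only in the 5 mice of the model that gave both cell types, and 61 of 101 labelings, the real one included, gave at least 2 SNVs with p under 0.05, with a mean of 2.08. The number of SNVs with p under 0.05 is therefore in line with chance labels, although this does not test 9419:C>T or 9027:G>A singly.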
